# Beta cell adaptation to pregnancy requires prolactin action on both beta and non-beta cells

**DOI:** 10.1038/s41598-021-89745-9

**Published:** 2021-05-14

**Authors:** Vipul Shrivastava, Megan Lee, Daniel Lee, Marle Pretorius, Bethany Radford, Guneet Makkar, Carol Huang

**Keywords:** Diabetes, Physiology

## Abstract

Pancreatic islets adapt to insulin resistance of pregnancy by up regulating β-cell mass and increasing insulin secretion. Previously, using a transgenic mouse with global, heterozygous deletion of prolactin receptor (Prlr^+/−^), we found Prlr signaling is important for this adaptation. However, since Prlr is expressed in tissues outside of islets as well as within islets and prolactin signaling affects β-cell development, to understand β-cell-specific effect of prolactin signaling in pregnancy, we generated a transgenic mouse with an inducible conditional deletion of Prlr from β-cells. Here, we found that β-cell-specific Prlr reduction in adult mice led to elevated blood glucose, lowed β-cell mass and blunted in vivo glucose-stimulated insulin secretion during pregnancy. When we compared gene expression profile of islets from transgenic mice with global (Prlr^+/−^) versus β-cell-specific Prlr reduction (βPrlR^+/−^), we found 95 differentially expressed gene, most of them down regulated in the Prlr^+/−^ mice in comparison to the βPrlR^+/−^ mice, and many of these genes regulate apoptosis, synaptic vesicle function and neuronal development. Importantly, we found that islets from pregnant Prlr^+/−^ mice are more vulnerable to glucolipotoxicity-induced apoptosis than islets from pregnant βPrlR^+/−^ mice. These observations suggest that down regulation of prolactin action during pregnancy in non-β-cells secondarily and negatively affect β-cell gene expression, and increased β-cell susceptibility to external insults.

## Introduction

Pregnancy is characterized by insulin resistance, to shunt nutrients from the mother to the developing fetus. Maternal pancreatic β-cells adapt to the insulin resistance of pregnancy by up regulating islet mass and insulin secretion, a process that quickly reverses at parturition^1–3^. In animal studies, pregnancy-induced β-cell adaptation consists of (1) a lower threshold for glucose-stimulated insulin secretion, (2) a higher insulin content, and (3) a higher β-cell proliferation rate^4–7^. Both in vitro and in vivo observations support a role for prolactin (PRL) and/or placental lactogens (PLs) in this adaptive process. First, prolactin receptor (Prlr), the receptor for both PRL and PLs, is present on pancreatic β-cells, and Prlr expression increases during pregnancy^3,8,9^. Second, the rise in the levels of PRL and PLs parallels the increases in β-cell mass and glucose-stimulated insulin secretion during pregnancy^3^. Third, in vitro exposure of isolated islets to PRL/PLs increases insulin secretion and β-cell proliferation, and lowers the threshold of glucose-stimulated insulin secretion^10,11^, mimicking the effects of pregnancy on β-cells. To determine whether Prlr signaling is required for β-cell adaptation to pregnancy in vivo, transgenic mice with global or β-cell-specific Prlr knockout have been examined. Using heterozygous global prolactin receptor-null mice (Prlr^+/−^), we established the important in vivo role of Prlr on β-cell adaptation to pregnancy^12^. We found that in comparison to their wild type littermates, pregnant Prlr^+/−^ dams were glucose intolerant and secreted less insulin in response to an intraperitoneal glucose tolerance test (IPGTT). They also had a lower β-cell proliferation rate and lower β-cell mass than the wild type (i.e. Prlr^+/+^) mice^12^. We could not use the homozygous Prlr^−/−^ mice because they have a placental implantation defect, thus are infertile^13^. Two separate groups have since generated β-cell-specific Prlr-knockout mice, one using the rat insulin promoter (RIP) controlled Cre (i.e. RIP-Cre)^14^ and the other using the pancreatic and duodenal homeobox 1 (Pdx1) promoter controlled Cre (i.e. Pdx1-Cre)^15^. Similar to our findings in the Prlr^+/−^ mice, β-cell-specific Prlr-deletion caused gestational diabetes, accompanied by a reduction in β-cell proliferation and a blunted glucose-stimulated insulin secretion in vivo, which is largely due to the lower β-cell mass rather than an intrinsic insulin secretion defect of the islets. However, since both insulin promoter and Pdx1 promoter are expressed in the developing pancreas and embryonic deletion of Prlr causes a reduction in β-cell mass at birth^16^, we generated an inducible conditional Prlr knockout mouse to circumvent this developmental defect. Furthermore, since Prlr is widely expressed^17–20^, including in insulin sensitive tissues such as the skeletal muscles, adipocytes, and hepatocytes, as well as in neurons, epithelial and endothelial cells within islets, the β-cell phenotype observed in Prlr^+/−^ mice might be confounded by the reduction in prolactin action in non-β-cells within and outside of islets. Our objective is to determine the role of prolactin in β-cell adaptation to pregnancy, and to determine whether prolactin action in cells other than β-cells has an effect on β-cell gene expression and survival.

## Results

### Generation of inducible, pancreas-specific prolactin receptor deleted transgenic mice

To understand the role of prolactin receptor signaling on pancreatic β-cell mass and function during pregnancy, we generated mice harboring an inducible conditional deletion of Prlr from the pancreatic β-cells (Fig. 1A,B). We interbred the Pdx1CreER mouse, which has a tamoxifen-inducible Cre recombinase under the control of Pdx1, with PrlR^−/−^ mouse, which has a floxed deletion of exon 5 of prolactin receptor, to generate the Pdx1CreER: PrlR^+/−^ mouse, or the βPrlR^+/−^ mouse. To allow visual determination of the tissue-specific prolactin receptor deletion, we intercrossed the βPrlR^+/−^ mouse with the ROSA^mT/mG^ indicator mouse. The ROSA^mT/mG^ mouse constitutively expresses a tdTomato transgene and upon Cre recombination, GFP becomes expressed in the islets (Fig. 1C); we observed no GFP expression in the brain (data not shown). To induce Cre recombinase expression, mice were given tamoxifen at age 8–10 weeks. We found that in comparison to control littermate without the floxed Prlr allele, i.e. the βPrlR^+/+^ mice, the βPrlR^+/−^ mice had a ~ 40% reduction in prolactin receptor expression in isolated islets (Fig. 1D). In comparison to their respective wild type littermates, we found a similar magnitude of reduction in prolactin receptor expression in the islets of βPrlR^+/−^ and Prlr^+/−^ mice, the latter are transgenic mice with a global, heterozygous prolactin receptor deletion, which we have previously reported^12^. The reduction in prolactin receptor is specific to the pancreatic islets, as we observed no significant reduction in prolactin receptor expression in the hypothalamus, fat, and liver (Fig. 1D), tissues that play important roles in glucose homeostasis.

**Figure 1:**
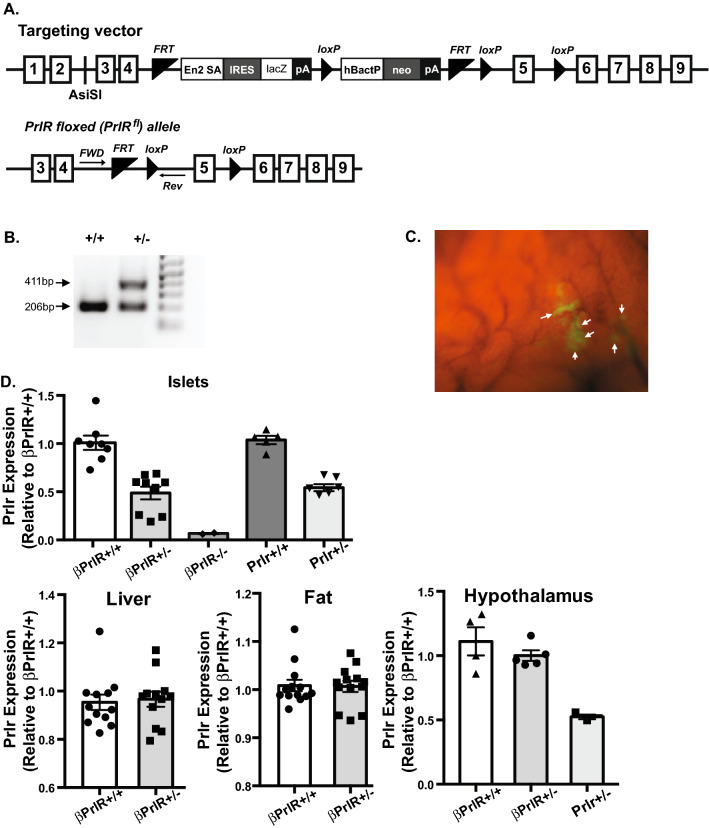
Conditional deletion of prolactin receptor (Prlr) from pancreatic β-cells. (**A**) Schematic diagram of the targeting vector and the floxed prolactin receptor, PrlR, allele. (**B**) Genotyping of litters that contain mice with heterozygous floxed PrlR allele (+/-) or homozygous wild type (non-floxed) PrlR allele (+/+). A subset of the result (mice #284 and 285) is shown here. The entire gel containing the genotyping result is presented in Supplementary Fig. S1. (**C**) Image of pancreas from a βPrlR^−/−^ mouse expressing mT/mG, which allows detection of Cre recombination, visualized as green fluorescence (arrows). The areas of green fluorescence represent islets. (**D**) Relative mRNA expression of prolactin receptor in islets, liver, fat, and hypothalamus. n = 3–12 mice/genotype. “*” = p < 0.05 and “**” = p < 0.01 in comparison to the βPrlR^+/+^ mice. Prlr^+/−^ and Prlr^+/+^ denote transgenic mice with a global, heterozygous deletion of prolactin receptor or their wild type littermates, respectively. βPrlR^−/−^ and βPrlR^+/−^ denote transgenic mice with a β-cell-specific homozygous or heterozygous prolactin receptor deletion, while βPrlR^+/+^ denotes their wild type littermates.

### Gestational glucose intolerance in βPrlR^+/−^ mice

Next, we determined glucose homeostasis of the βPrlR^+/−^ mice during pregnancy. Intraperitoneal glucose tolerance test (IPGTT) was performed on day 15 of pregnancy. In comparison to their wild type littermates (i.e. βPrlR^+/+^ mice), the βPrlR^+/−^ mice were glucose intolerant with a greater glucose excursion, expressed as integrated area under the curve over the 120 min of the IPGTT (βPrlR^+/−^: AUC = 1770 ± 85.21 mM × min vs. βPrlR^+/+^: AUC = 1325 ± 120.2 mM × min, n = 10–16)(Fig. 2A,B). Interestingly, transgenic mice heterozygous for global prolactin receptor deletion, Prlr^+/−^, had even higher blood glucose at 45 and 60 min of the IPGTT than the βPrlR^+/−^ mice. Non-fasted blood glucose on day 14 of pregnancy is also higher in the βPrlR^+/−^ mice than their wild type littermates (8.09 ± 0.30 mM vs. 7.0 ± 0.24 mM for βPrlR^+/+^ mice) (Fig. 2C), and it is higher still in the Prlr^+/−^ mice (9.17 ± 0.29 mM), although there is no significant difference in fasting blood glucose amongst the 3 genotypes (data not shown). Of note, the presence of Cre recombinase and the administration of tamoxifen per se had no effect on glucose homeostasis, as the βPrlR^+/+^ and the floxed-PrlR mice (which do not have Cre recombinase and never received tamoxifen) had comparable glucose excursion during an IPGTT, with AUC of 1325 ± 120.2 mM × min and 1325.3 ± 261.9 mM × min, respectively. We did not observe a significant difference in glucose response during an insulin tolerance test amongst the βPrlR^+/+^, βPrlR^+/−^, and the Prlr^+/−^ mice on day 14 of pregnancy (Fig. 2D); therefore, the difference in glucose tolerance observed was not a result of difference in insulin sensitivities.

**Figure 2:**
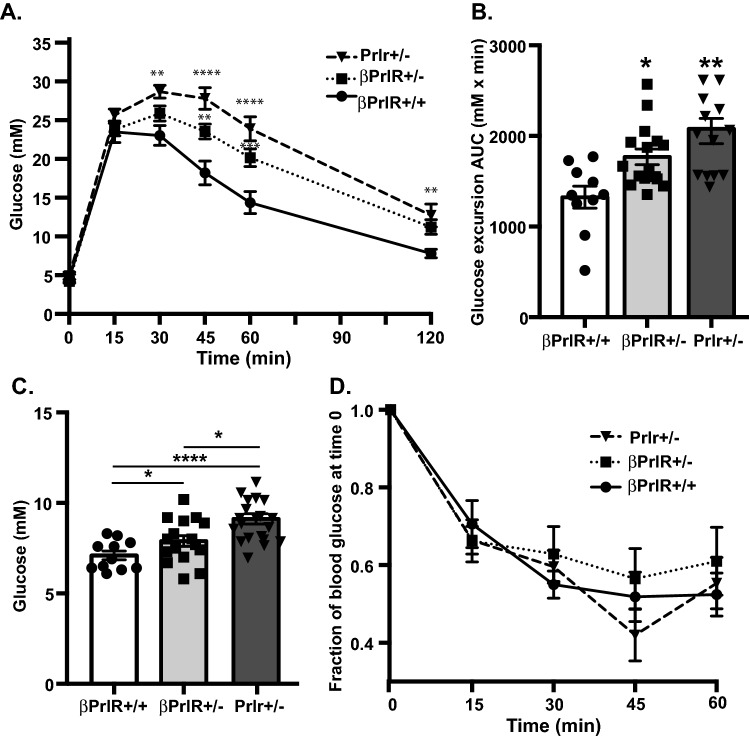
βPrlR^+/−^ and Prlr^+/−^ mice are glucose intolerant during pregnancy. (**A**) Glucose excursion during an intraperitoneal glucose tolerance test. (**B**) Integrated area under the curve (AUC) of glucose excursion during an 120-min IPGTT. (**C**) Random non-fasting blood glucose. (**D**) Glucose excursion during an intraperitoneal insulin tolerance. Blood glucose was expressed as a fraction of the blood glucose at time 0. “*” = p < 0.05, “**” = p < 0.01, and “****” = p < 0.001 in comparison to the wild type βPrlR^+/+^ mice by 2 way ANOVA (**A**, **D**) and 1 way ANOVA (**B**, **C**) with Tukey’s multiple comparisons tests. n = 3–19 mice per genotype.

### βPrlR^+/−^ mice had lower β-cell mass and secreted less insulin

Similar to our previous observation in the heterozygous global Prlr-deletion mice (Prlr^+/−^)^12^, βPrlR^+/−^ mice had a lower β-cell mass in comparison to their wild type littermates during pregnancy (Fig. 3A). During an IPGTT, both the βPrlR^+/−^ and Prlr^+/−^ mice secreted less insulin in comparison to the wild type mice (Fig. 3B). This blunted in vivo glucose-stimulated insulin secretion is not likely due to an intrinsic insulin secretory defect because we found that islets from βPrlR^+/+^ and βPrlR^+/−^ mice were equally responsive to glucose in vitro, suggesting that the difference in serum insulin levels during an IPGTT likely reflects the smaller β-cell mass found in the mutant mice.

**Figure 3:**
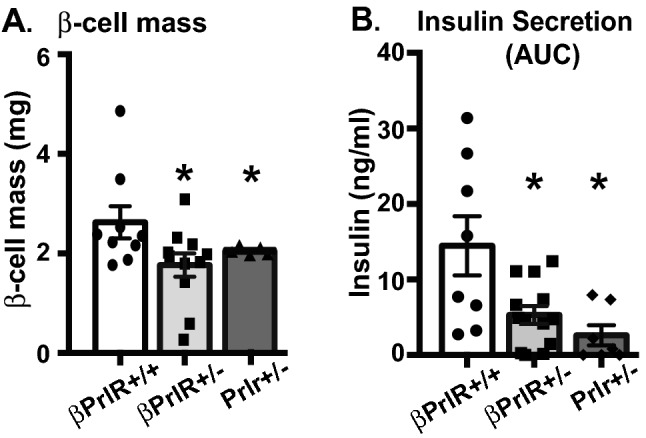
Effect of Prlr deletion on β-cell mass and insulin secretion. (**A**) βPrlR^+/−^ and Prlr^+/−^ mice have a lower β-cell mass on day 15 of pregnancy in comparison to the wild type βPrlR^+/+^ mice. (**B**) Insulin secreted during an IPGTT, expressed as integrated area under the curve (AUC), is lower in βPrlR^+/−^ and Prlr^+/−^ mice in comparison to wild type βPrlR^+/+^ mice. “*” = p < 0.05 in comparison to the βPrlR^+/+^ mice. n = 10–12 mice/genotype.

### Prolactin receptor has non-cell-autonomous effects on β-cell gene expression during pregnancy

The above results demonstrated that transgenic mice with global (Prlr^+/−^) or β-cell-specific prolactin receptor deletion (βPrlR^+/−^) are phenotypically similar in the metabolic parameters measured: in comparison to their wild type littermates, both mutant mice are glucose intolerant on day 15 of pregnancy, with a lower β-cell mass, which leads to a lower amount of insulin being secreted in response to a glucose load, supporting the functional importance of prolactin receptor in islet adaptation to pregnancy. 

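RNA was sequenced from the islets of 7 mice on day 15 of pregnancy, with 1 library per mouse. The mice were 4 βPrlR+/- mice and 3 Prlr+/- mice, numbered here 1 to 4 and 1 to 3 in the order of the labels deposited with the data. In the βPrlR+/- mice 1 Prlr allele is removed from β-cells by CreER, a Cre recombinase fused to part of the estrogen receptor, and in the Prlr+/- mice 1 allele is missing from every tissue. Tamoxifen, which activates CreER, was given at 4 mg per day for 5 days to the βPrlR+/- mice and not to the Prlr+/- mice, so genotype, Cre and tamoxifen differ together between the groups. The labels deposited with the data call the β-cell deletion homozygous where the paper calls it heterozygous. The titles of the 4 βPrlR+/- samples read CkoWt, a term that the paper does not explain. The labels give an age of 3 to 4 months where the paper gives 4 to 5 months. The paper's description is used here. Neither the labels nor the paper names a batch. Poly(A) RNA was made into strand-specific libraries, and the authors assigned the reads to mouse RefSeq transcripts with Kallisto. The deposited values of each mouse sum to 1000000, as TPM do, and they were handled as TPM although the methods name FPKM. A gene's value is the sum over its transcripts, and most genes carry human symbols. The paper names no genome build, so no positions are given. TPM keeps no sequencing depth, so no counting interval is given for any value, and the number of reads per sample is in the methods. The insulin genes INS and Ins1 together took 52.7%, 53.2%, 46.1% and 53.1% of all TPM in the βPrlR+/- mice and 56.6%, 54.0% and 58.9% in the Prlr+/- mice, which lowers the TPM of every other gene where the share is higher. Each mouse's TPM was therefore divided by a median-ratio size factor ("scaled TPM"). The median log2 fold change of all genes tested was −0.12 before this step and 0.0042 after it. Fold changes compare Prlr+/- with βPrlR+/- mice on the scale of log2(scaled TPM + 1), which understates the change of genes with low values. The 14840 of 34082 genes with a mean TPM of at least 0.5 were tested with limma and Benjamini-Hochberg adjustment. Prlr (PRLR) had a scaled TPM of 55.7, 38.4, 47.3 and 38.8 in βPrlR+/- mice 1 to 4 and of 36.1, 51.1 and 35.1 in Prlr+/- mice 1 to 3. Its means were 45.1 ± 8.19 (SD, n = 4) and 40.8 ± 8.97 (SD, n = 3), a log2 fold change of −0.15 (standard error 0.17, adjusted p = 1.00 from limma). The groups overlapped (two-sided exact permutation test, p = 0.543, where 1 of 35 splits, or 0.0286, is the smallest p that 4 mice against 3 allow). The setting that moved this value most took each gene's most significant transcript, which for PRLR changed by −1.27 (adjusted p = 0.729, within a range of 0.590 to 1.00 over the settings). No wild type islets were analysed here, so the size of the reduction in each group cannot be read from these values. In the βPrlR+/- mice the deletion takes out 1 exon of Prlr, and no exon was looked at alone. These values therefore do not measure intact receptor in either group.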

To understand the effect of Prlr action in non-β-cells vis-à-vis β-cells in regulating β-cell adaptation to pregnancy, we compared gene expression profile of islets from Prlr^+/−^ to that of βPrlR^+/−^ mice. It is important to note that in Prlr^+/−^ mice, the reduction in Prlr expression would be widespread, including β-cells as well as non-β-cells within the islets such as endothelial cells that lines the vasculature and neurons that innervates the islets. Furthermore, Prlr expression is also reduced in tissues outside of islets, including but not limited to tissues such as the hypothalamus, muscle, fat, and liver^20^. 

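In the islets of the 7 mice, 10 of the 14840 genes tested had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 9 of them lower and 1 higher in Prlr+/- mice. At an unadjusted p under 0.05 there were 671 genes. Estrogen receptor 1 (ESR1) had the smallest p. Its scaled TPM was 69.7 ± 14.7 (SD, n = 4) in βPrlR+/- mice and 0.229 ± 0.043 (SD, n = 3) in Prlr+/- mice, a log2 fold change of −5.83 (standard error 0.15, adjusted p = 1.00e-05). BEND5, a BEN domain protein, was at 17.0 ± 4.40 in βPrlR+/- mice and 3.51 ± 0.93 in Prlr+/- mice, a log2 fold change of −1.99 (standard error 0.22, adjusted p = 0.0410), most of it on 1 of its 6 transcripts. The small nucleolar RNA gene Rnu3b4, one of several near-identical U3 copies, was at 21.3, 19.9, 16.0 and 32.3 in the βPrlR+/- mice and listed at 0 in all 3 Prlr+/- mice (adjusted p = 3.9e-04), while the sum over 5 U3 copies did not separate the groups. The other genes lower in Prlr+/- mice were PHLDA3, STMN2, SNCG, PRPH, THY1 and ASS1, with log2 fold changes of −1.25, −0.81, −0.79, −0.76, −0.73 and −0.68 and adjusted p values between 0.0173 and 0.0410. The gene higher in Prlr+/- mice was the microRNA gene Mir8115, which was listed at 0 in all 4 βPrlR+/- mice and at 5.87, 5.99 and 2.88 in the Prlr+/- mice (adjusted p = 0.0161). For each of the 10 genes the groups did not overlap in any mouse (two-sided exact permutation test, p = 0.0286, the smallest possible). The number of genes past the threshold moved most with a covariate for a list of autonomic neuron genes, which left 2, and with a pseudocount of 0.1 in place of 1, which gave 18. That covariate did not overlap between the groups, so the loss of calls cannot tell neuron content from genotype. With it the log2 fold change of STMN2 was −0.72 and that of ASS1 −0.64, while those of PHLDA3 and BEND5 grew in size. With each mouse left out in turn the number of genes past the threshold ran from 2 without βPrlR+/- mouse 4 to 12 without βPrlR+/- mouse 3. ESR1 and Rnu3b4 stayed past the threshold in all 7 of these fits, and the other 8 genes did not. BEND5, ASS1 and THY1 were past it in none of them, PHLDA3 and SNCG only without βPrlR+/- mouse 3, PRPH only without Prlr+/- mouse 2, STMN2 without βPrlR+/- mouse 1 or 3, and Mir8115 without βPrlR+/- mouse 3 or Prlr+/- mouse 3.

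**Figure D1:**
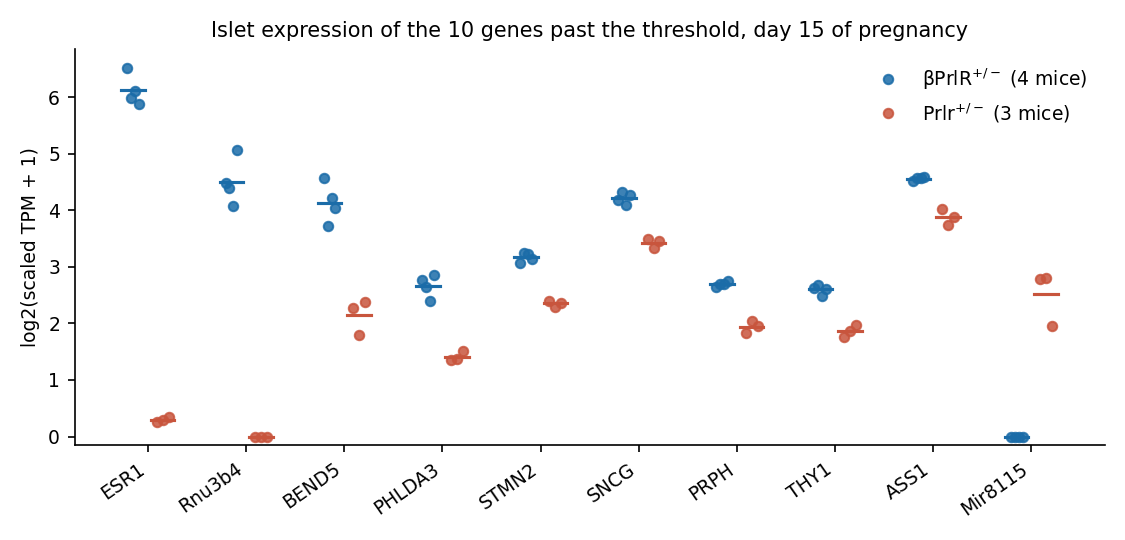
Expression of the 10 genes past the threshold, as log2(scaled TPM + 1) on the vertical axis. Each point is a mouse, in blue for the 4 βPrlR+/- mice and in red for the 3 Prlr+/- mice, and the bars are group means. The points of the groups do not overlap for any of the 10 genes, and ESR1 and Rnu3b4 are the farthest apart.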

Using Sleuth^21^ and a false discovery rate (FDR) threshold of 0.05, we identified 95 differentially expressed genes in islets (Table 1 and Fig. 4); most of them are down regulated in the Prlr^+/−^ mice in comparison to the βPrlR^+/−^ mice, with estrogen receptor 1 (ESR1) being the most significantly affected gene (Fig. 5A). Since estrogen receptor is known to be expressed in β-cells in islets and activation of estrogen receptor has been shown to protect β-cells from apoptosis^22^, we compared the susceptibility of islets isolated from the pregnant Prlr^+/−^ and βPrlR^+/−^ mice to fatty-acid-mediated induction of apoptosis in vitro^22–24^. We treated isolated islets with 0.5 mM of palmitate or BSA control for 72 h. Using cleaved caspase-3 positivity as a marker of activation of the apoptosis pathway, we found that palmitate induced a greater increase in the percentage of insulin-positive cells that are also positive for cleaved caspase-3 in islets from Prlr^+/−^ mice in comparison to islets from βPrlR^+/−^ mice (Fig. 5B). This is consistent with the pro-survival role of the estrogen receptor, which is expressed at a lower level in islets of pregnant Prlr^+/−^ mice than in βPrlR^+/−^ mice. This suggests that the down regulation of Prlr action in non-β-cells within and outside islets, as would be expected in the Prlr^+/−^ mice, increased β-cell susceptibility to apoptosis.

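By mouse, the scaled TPM of ESR1 was 90.8, 62.4, 68.3 and 57.5 in βPrlR+/- mice 1 to 4 and 0.190, 0.222 and 0.276 in Prlr+/- mice 1 to 3. The transcript values show where the difference lies. Of the 12 ESR1 transcripts, 1 predicted transcript held 98.0% to 99.7% of the gene's value in each βPrlR+/- mouse and 99.4% of the difference between the groups. That transcript was at 57.2 to 90.0 in the βPrlR+/- mice, listed at 0 in Prlr+/- mice 1 and 2 and at 0.0509 in Prlr+/- mouse 3. The other 11 transcripts together were at 0.650 ± 0.485 (SD, n = 4) in βPrlR+/- mice and 0.212 ± 0.019 (SD, n = 3) in Prlr+/- mice. The groups did not overlap, with 0.238 in the lowest βPrlR+/- mouse and 0.225 in the highest Prlr+/- mouse. Still, 6 of 35 splits gave as large a difference of mean log2 values (two-sided exact permutation test, p = 0.171). All 4 mice with the high transcript carry the CreER fusion, which holds part of the estrogen receptor, and none of the 3 other mice does. Whether that transcript matches the fusion was not analysed, so its origin is not settled. Across the 16 other settings and left-out mice that gave a value, the log2 fold change of ESR1 stayed between −8.18 and −5.70, with adjusted p from 5.9e-07 to 4.0e-04 (limma). A filter that asked for at least 0.5 TPM in every mouse removed ESR1.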

**Table 1:** Gene expression levels in islets from day 15 pregnant Prlr^+/−^ mice relative to βPrlR^+/−^ mice.

Entrez gene name	Gene symbol	Expression log ratio	False discovery rate (q-value)
Estrogen receptor 1	ESR1	− 5.686	8.92E − 294
U3B small nuclear RNA 4	Rnu3b4	− 4.552	1.65E − 09
Amphiregulin	AREG	− 1.624	0.0494
BEN domain containing 5	BEND5	− 1.57	1.77E − 09
Ectodysplasin A2 receptor	EDA2R	− 1.324	0.000000236
Brevican	BCAN	− 1.263	0.00367
Neuregulin 3	NRG3	− 1.168	0.0322
Pleckstrin homology like domain family A member 3	PHLDA3	− 1.158	1.84E − 16
Inka box actin regulator 2	FAM212B	− 0.977	2.92E − 13
Purinergic receptor P2X 2	P2RX2	− 0.891	0.021
R-spondin 2	RSPO2	− 0.866	0.00753
TUB bipartite transcription factor	TUB	− 0.862	0.00976
NACHT and WD repeat domain containing 2	NWD2	− 0.86	0.00533
Heat shock protein family B (small) member 7	HSPB7	− 0.857	0.00432
Nitric oxide synthase 1	NOS1	− 0.855	0.0209
5-Hydroxytryptamine receptor 3A	HTR3A	− 0.847	0.0000846
Potassium voltage-gated channel subfamily C member 4	KCNC4	− 0.83	0.00349
Paired like homeobox 2B	PHOX2B	− 0.823	0.000808
Potassium voltage-gated channel subfamily Q member 5	KCNQ5	− 0.813	0.011
Stum, mechanosensory transduction mediator homolog	STUM	− 0.798	0.00000442
Adenylate cyclase 2	ADCY2	− 0.797	0.00403
Syntaxin 1B	STX1B	− 0.788	0.00161
Olfactory receptor family 51 subfamily E member 2	OR51E2	− 0.786	0.0000263
RNA binding fox-1 homolog 1	RBFOX1	− 0.785	0.0202
Cell adhesion molecule L1 like	CHL1	− 0.78	0.00432
FXYD domain containing ion transport regulator 7	FXYD7	− 0.773	0.04
dickkopf WNT signaling pathway inhibitor 3	DKK3	− 0.766	0.000001
Solute carrier family 18 member A3	SLC18A3	− 0.763	0.0000104
Solute carrier family 5 member 7	SLC5A7	− 0.76	0.0000104
Family with sequence similarity 110 member D	FAM110D	− 0.757	0.0195
Transmembrane channel like 3	TMC3	− 0.753	0.0327
ATPase plasma membrane Ca^2+^ transporting 3	ATP2B3	− 0.733	0.0174
Limbic system associated membrane protein	LSAMP	− 0.731	0.0000039
Solute carrier family 10 member 4	SLC10A4	− 0.722	0.000929
Fas apoptotic inhibitory molecule 2	FAIM2	− 0.719	0.00753
Cholinergic receptor nicotinic alpha 3 subunit	CHRNA3	− 0.718	0.000188
Dihydropyrimidinase like 3	DPYSL3	− 0.705	0.0000121
Paired like homeobox 2A	PHOX2A	− 0.705	0.031
Cell cycle exit and neuronal differentiation 1	CEND1	− 0.689	0.0178
Hippocalcin like 4	HPCAL4	− 0.675	0.00744
Phosphoinositide interacting regulator of transient receptor potential channels	PIRT	− 0.663	0.00234
GDNF family receptor alpha 2	GFRA2	− 0.655	0.0214
Stathmin 2	STMN2	− 0.653	1.77E − 09
Peripherin	PRPH	− 0.649	0.000000785
Sulfatase 2	SULF2	− 0.647	0.000188
d-Glutamate cyclase	C14orf159	− 0.643	1.83E − 08
Thy-1 cell surface antigen	THY1	− 0.64	0.00000425
Complexin 1	CPLX1	− 0.639	0.00108
Astrotactin 1	ASTN1	− 0.636	0.0327
Acyl-CoA thioesterase 7	ACOT7	− 0.62	0.000246
Neurofilament light	NEFL	− 0.62	0.0118
N-terminal EF-hand calcium binding protein 1	NECAB1	− 0.604	0.021
Cell adhesion molecule 3	CADM3	− 0.596	0.000949
Synuclein gamma	SNCG	− 0.581	0.00000425
Synaptic vesicle glycoprotein 2C	SV2C	− 0.572	0.0202
Heart and neural crest derivatives expressed 2	HAND2	− 0.571	0.0157
Fibulin 5	FBLN5	− 0.565	0.00318
ELAV like RNA binding protein 2	ELAVL2	− 0.556	0.0161
SH3GL interacting endocytic adaptor 1	SGIP1	− 0.543	0.0426
Discs large MAGUK scaffold protein 2	DLG2	− 0.541	0.00172
Potassium voltage-gated channel subfamily Q member 2	KCNQ2	− 0.539	0.00478
Advillin	AVIL	− 0.523	0.0152
Tubulin beta 2B class IIb	TUBB2B	− 0.511	0.0211
ADCYAP receptor type I	ADCYAP1R1	− 0.509	0.00227
Cyclin G1	CCNG1	− 0.49	0.00000439
Argininosuccinate synthase 1	ASS1	− 0.489	0.000000027
LARGE xylosyl- and glucuronyltransferase 1	LARGE1	− 0.474	0.027
Dynamin 1	DNM1	− 0.464	0.0000284
SPARC (osteonectin), cwcv and kazal like domains proteoglycan 3	SPOCK3	− 0.461	0.00454
Synaptotagmin 1	SYT1	− 0.458	0.0000483
Receptor accessory protein 1	REEP1	− 0.441	0.0188
Kruppel like factor 2	KLF2	− 0.435	0.00309
Doublecortin like kinase 1	DCLK1	− 0.414	0.00367
Transglutaminase 2	TGM2	− 0.41	0.00626
Neurensin 1	NRSN1	− 0.403	0.00323
Acetylcholinesterase (Cartwright blood group)	ACHE	− 0.402	0.0152
Cell adhesion molecule 1	CADM1	− 0.373	0.0333
Neuronal vesicle trafficking associated 1	NSG1	− 0.37	0.0497
Eukaryotic translation elongation factor 1 alpha 2	EEF1A2	− 0.36	0.000472
Serine protease 23	PRSS23	− 0.358	0.0127
Neuronal calcium sensor 1	NCS1	− 0.357	0.0353
Kinesin family member 5A	KIF5A	− 0.354	0.00571
Hexokinase 1	HK1	− 0.341	0.0332
Solute carrier family 19 member 2	SLC19A2	− 0.34	0.0365
Tubulin beta 3 class III	TUBB3	− 0.32	0.00274
Junctional adhesion molecule 2	JAM2	− 0.313	0.00626
Ubiquitin C-terminal hydrolase L1	UCHL1	− 0.287	0.0278
Angiotensin I converting enzyme 2	ACE2	− 0.278	0.0107
Solute carrier family 14 member 2	SLC14A2	0.439	0.0227
Mucolipin 3	MCOLN3	0.517	0.00626
Iodothyronine deiodinase 1	DIO1	0.63	0.0000092
LDL receptor related protein 8	LRP8	0.698	0.000095
Synaptonemal complex central element protein 1	SYCE1	1.026	0.000138
Ficolin A	Fcna	1.112	0.00403

**Figure 4:**
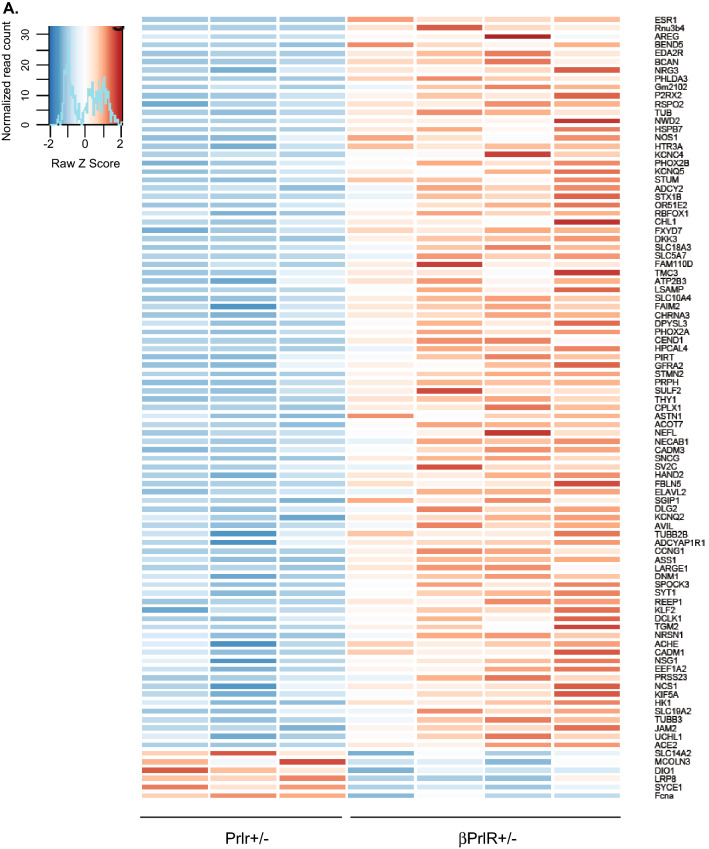
Heat map representing differentially expressed genes in islets from day 15 pregnant Prlr^+/−^ versus βPrlR^+/−^ mice.

**Figure 5:**
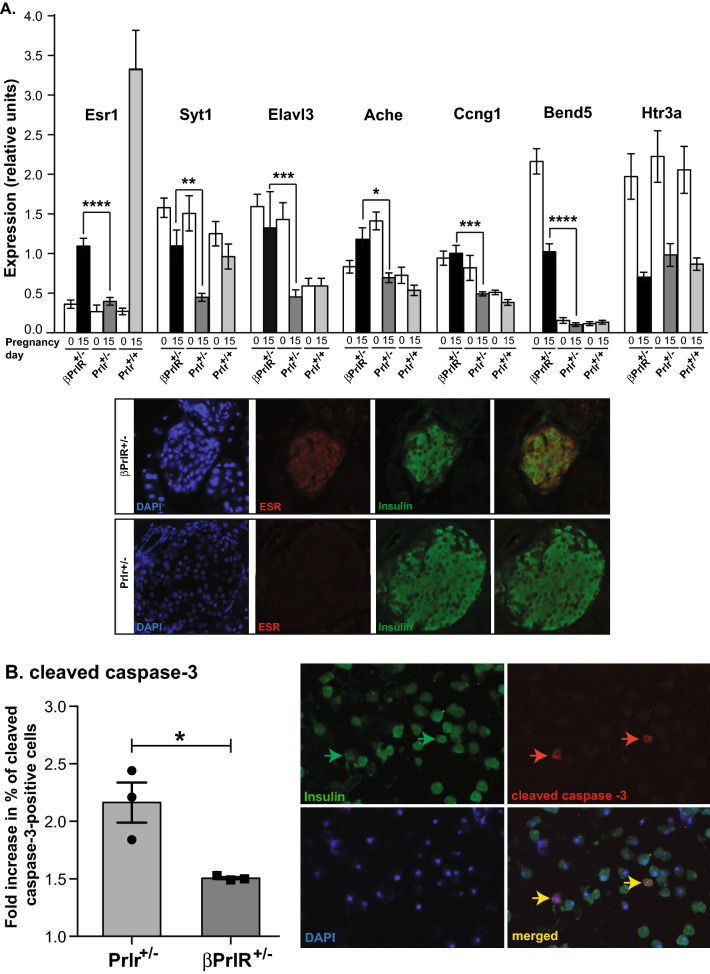
Pancreatic islets from pregnant Prlr^+/−^ mice are more susceptible to apoptosis than those from βPrlR^+/−^ mice. (**A**) Gene expression was determined by RT-qPCR in islets from non-pregnant and pregnant (day 15) βPrlR^+/−^, Prlr^+/−^ and Prlr ^+/+^ mice. N = 6–13 mice per genotype at day 0 or day 15 of pregnancy. “****” = p < 0.001, “***” = p < 0.005, “**” = p < 0.01, and “*” = p < 0.05. Representative images of β-cell and ERα co-staining in an islet in βPrlR^+/−^ or Prlr^+/−^ mouse are presented. (**B**) Islets from day 15 pregnant Prlr^+/−^ and βPrlR^+/−^ mice were treated with 0.5 mM of palmitate or BSA control for 72 h, then immunostained for insulin and cleaved caspase-3. Results are expressed as the fold-increase in the percentage of cleaved caspase-3 positive β-cells in the palmitate-treated islets relative to the BSA-treated islets within each genotype. N = 3 mice from each genotype. At least 5000 cells were counted for each mouse. “*” = p < 0.05 in comparison to Prlr^+/−^ mice. A representative image of cells stained for insulin (green), cleaved caspase-3 (red), and nuclear stained with Hoechst is presented. The two yellow arrows in the right lower panel points to two cells that are positive for both insulin (green, upper left panel) and cleaved caspase-3 (red, upper right panel).

Next, using Ingenuity Pathway Analysis, we identified several canonical pathways that are differentially expressed, including citrulline cycle and metabolism, dopamine receptor signaling, synaptogenesis signaling pathway and the serotonin receptor-signaling pathway, the latter has previously been found to regulate β-cell proliferation during pregnancy^25^ (Table 2). 

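The canonical pathways of Table 2 rest on genes of Table 1, so their values here are not independent of how they were chosen. Each of the 12 terms of Table 2 was lower on average in all 3 Prlr+/- mice than in all 4 βPrlR+/- mice (two-sided exact permutation test, p = 0.0286, the smallest possible). In the citrulline terms, argininosuccinate synthase (ASS1) was at a scaled TPM of 22.6 ± 0.52 (SD, n = 4) in βPrlR+/- mice and 13.8 ± 1.45 (SD, n = 3) in Prlr+/- mice, with an adjusted p of 0.0410 from limma that was not reached in any fit with a mouse left out. The other gene of these terms, nitric oxide synthase (NOS1), was at 1.04 ± 0.25 and 0.445 ± 0.17, a log2 fold change of −0.49 (adjusted p = 0.697), and 2 of 35 splits gave as large a difference (exact permutation test, p = 0.0571). Dopamine receptor signaling had 3 genes with log2 fold changes from −0.65 to −0.34, and NCS1 among them fell from 2.29 ± 0.25 to 1.60 ± 0.26 (adjusted p = 0.807). In the synaptogenesis pathway 5 of the 6 genes were lower and 1 was higher. Among the lower ones were SNCG, at 17.6 ± 1.32 against 9.74 ± 0.63, and CPLX1, with a log2 fold change of −0.56 (adjusted p = 0.188). The higher one was LRP8, at 3.62 ± 0.92 in βPrlR+/- mice and 7.07 ± 0.26 in Prlr+/- mice, with an adjusted p of 0.252 over all mice and 0.0466 without βPrlR+/- mouse 3, within a range of 0.0466 to 1.00 over the settings and left-out mice. BEND5 and DIO1, also of Table 1, neighbour LRP8 in the mouse assembly GRCm38.p6. The medians of the 12 terms moved most under a pseudocount of 0.01, to −1.15 for serotonin receptor signaling, and none changed sign.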

KEGG pathway analysis of the 95 genes identified enrichment of genes involved in cholinergic synapse (p = 3.39 × 10^–4^) and synaptic vesicle cycle (p = 4.96 × 10^–3^) (Table 2). 

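All 6 tested genes of the cholinergic synapse term were lower in Prlr+/- mice, with a median log2 fold change of −0.53. KCNQ5, the remaining gene of the term, was under the limit of 0.5 mean TPM. Acetylcholinesterase (ACHE) was at a scaled TPM of 15.8 ± 1.41 (SD, n = 4) in βPrlR+/- mice and 10.5 ± 1.71 (SD, n = 3) in Prlr+/- mice, a log2 fold change of −0.55 (standard error 0.11, adjusted p = 0.448 from limma). The choline transporter SLC5A7 changed by −0.67 (adjusted p = 0.348) and the nicotinic receptor subunit CHRNA3 by −0.51 (adjusted p = 0.188). In the synaptic vesicle cycle term all 5 genes were lower, with a median of −0.52. Synaptotagmin 1 (SYT1) was at 3.49 ± 0.27 in βPrlR+/- mice and 2.19 ± 0.22 in Prlr+/- mice, a log2 fold change of −0.49 (standard error 0.082, adjusted p = 0.229), and DNM1 fell from 4.25 ± 0.24 to 2.66 ± 0.32 (adjusted p = 0.167). The real split gave the largest difference for ACHE, CHRNA3, SYT1 and DNM1 (exact permutation test, p = 0.0286 for each), although none of the genes of these terms had an adjusted p under 0.05 over all genes tested in any setting. Each tested gene of Table 1 had an unadjusted p under 0.05.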

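The gene ontology (GO) terms of Table 2 gave the same direction throughout. The 11 genes of chemical synaptic transmission had log2 fold changes from −0.67 to −0.31 with a median of −0.49, and the 9 genes of anterograde trans-synaptic signaling ran from −0.65 to −0.31. Of the 13 genes of nervous system development, 10 had a mean TPM of at least 0.5, and these were lower by a median of −0.41. In the term of noradrenergic neuron differentiation, HAND2 was at a scaled TPM of 1.78 ± 0.16 (SD, n = 4) in βPrlR+/- mice and 0.992 ± 0.087 (SD, n = 3) in Prlr+/- mice, and PHOX2A at 1.21 ± 0.11 and 0.587 ± 0.053. Their log2 fold changes were −0.48 and −0.47 (adjusted p = 0.247 for each, from limma). The groups did not overlap for either (exact permutation test, p = 0.0286 for each).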

GO term analysis found enrichment in genes that are involved in synaptic transmission (p = 6.45 × 10^–4^), nervous system development (p = 6.03 × 10^–4^), anterograde trans-synaptic signaling (p = 3.62 × 10^–3^), noradrenergic neuron differentiation (p = 4.57 × 10^–3^), and cell differentiation in hindbrain (p = 2.26 × 10^–2^) (Table 2). Using RT-qPCR, we confirmed that acetylcholinesterase (Ache) and synaptotagmin 1 (Syt1), both identified in the KEGG pathway and GO term analysis (Table 2), expressed at a lower level in islets of pregnant PrlR^+/−^ mice in comparison to the βPrlR^+/−^ mice. In addition, BEN domain containing 5 (Bend5), a transcription repressor, cyclin G1 (Ccng1), which regulates cell cycle and growth, and ELAV like RNA binding protein 3 (Elavl3), a neural-specific RNA-binding protein, also expressed at a lower level in islets from pregnant Prlr^+/−^ mice in comparison to the βPrlR^+/−^ mice (Fig. 5A). These differences in gene expression between the pregnant Prlr^+/−^ and βPrlR^+/−^ were not due to difference in developmental expression prior to pregnancy because except for Bend5, we did not detect a significant difference in expression of these genes between non-pregnant Prlr^+/−^ and βPrlR^+/−^ mice. One common theme from these pathway analyses is the down regulation of genes that regulate neuronal structure and function as a result of global down regulation of prolactin receptor. This is highly interesting because previously, prolactin receptor action was shown to be important in neurogenesis in the forebrain subventricular zone of female mice during pregnancy, an area of the brain that regulates maternal behavior^26^.

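Of the 10 genes past the threshold, STMN2, PRPH, SNCG and THY1 are known from neurons. STMN2 was at a scaled TPM of 7.99 ± 0.52 (SD, n = 4) in βPrlR+/- mice and 4.12 ± 0.19 (SD, n = 3) in Prlr+/- mice (adjusted p = 0.0173 from limma, and 0.0399 to 0.0958 with a mouse left out). Peripherin (PRPH) was at 5.47 ± 0.17 and 2.84 ± 0.26 (adjusted p = 0.0242, and 0.0486 to 0.126 with a mouse left out), and THY1 at 5.08 ± 0.35 and 2.65 ± 0.26. Genes of neurons and glia that are not in Table 1 were looked at as lists. Of 22 tested autonomic neuron genes 14 were lower in Prlr+/- mice, with a median log2 fold change of −0.091. The list's mean differed between the groups at least as much in 2 of 35 splits (two-sided exact permutation test, p = 0.0571), and its adjusted p from limma's camera test was 0.0705, and 0.0418 to 0.425 with a mouse left out, lowest without βPrlR+/- mouse 4 and highest without Prlr+/- mouse 2. Of these 22 genes 13 had a mean TPM of at least 10, and the most abundant, DDC at 199, VIP at 84.0 and NPY at 33.6, are also made by cells other than neurons. Of 13 tested genes of Schwann cells and satellite glia 11 were lower, with a median of −0.29 (exact permutation test, p = 0.0571). Their camera adjusted p was 2.7e-04 with a preset correlation between genes and 0.132 with an estimated one, and none of them reached 10 TPM. The Table 2 genes were lower than the neuron list by 0.31 on the log2 scale (exact permutation test, p = 0.0571).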

**Table 2:** Pathway analysis of the 95 differentially expressed genes between islets of pregnancy Prlr^+/−^ and βPrlR^+/−^ mice.

A			
Canonical pathways	Overlap	Genes	p-value
Citrulline-nitric oxide cycle	2/5	*ASS1, NOS1*	9.83^−5^
Serotonin receptor signaling	3/43	*ADCY2, HTR3A, SLC18A3*	3.43^−4^
Synaptogenesis signaling pathway	6/327	*ADCY2, CPLX1, LRP8, SNCG, STX1B, SYT1*	5.94^−4^
Superpathways of citrulline metabolism	2/15	*ASS1, NOS1*	1.01^−3^
Dopamine Receptor Signaling	3/77	*ADCY2, NCS1, SLC18A3*	1.88^−3^

B			
KEGG pathways	Overlap	Enriched genes	p-value
Cholinergic synapse	7/113	*ACHE, SLC5A7, CHRNA3, KCNQ2, KCNQ5, ADCY2,SLC18A3*	3.39^−4^
Synaptic vesicle cycle	5/77	STX1B, SYT1, CPLX1, DNM1, SLC18A3	4.96^−3^

C			
GO (biological process)	Overlap	Enriched genes	p-value
Chemical synaptic transmission	11/289	*SLC5A7, CHRNA3, DLG2, SYT1, KCNC4, KIF5A, KCNQ2, HTR3A,NSG1, CPLX1, SLC18A3*	6.45^−4^
Nervous system development	13/455	*ACHE, BCAN, RBFOX1, CHRNA3, NRSN1, AVIL, LSAMP, HPCAL4, GFRA2, PHOX2B, DCLK1, DLG2, KCNQ2*	6.03^−4^
Anterograde trans-synaptic signaling	9/240	*CHRNA3, DLG2, SYT1, KCNC4, KIF5A, KCNQ2, HTR3A, CPLX1, SLC18A3*	3.62^−3^
Noradrenergic neuron differentiation	3/7	*HAND2, PHOX2B, PHOX2A*	4.57^−3^
Cell differentiation in hindbrain	3/12	*CEND1, FAIM2, PHOX2B*	2.26^−2^

(A) Canonical pathways that are differentially expressed in Prlr^+/−^ versus βPrlR^+/−^ mice, as identified by the Ingenuity Pathway Analysis. (B) KEGG pathway analysis of the 95 genes (from Table 1) identified 2 significantly enriched pathways (https://maayanlab.cloud/Enrichr/enrich#). (C) GO term analysis of the 95 genes (from Table 1) identified 5 significantly enriched pathways.

## Discussion

Pregnancy is an insulin resistant state and maternal pancreatic islets adapt to the increase in insulin demand by up regulating β-cell mass and increasing insulin secretion. Previously, we showed that a transgenic mouse with a global, heterozygous deletion of prolactin receptor (Prlr^+/−^) was glucose intolerant during pregnancy. This was accompanied by a reduction in β-cell mass and a blunted glucose-stimulated insulin secretion in vivo, commensurate with the lower β-cell mass^12^. A caveat of using a global knockout mouse is that the prolactin receptor is widely expressed^18,27^, raising the possibility that the phenotype observed in Prlr^+/−^ mice may be secondary to prolactin action in cells other than β-cells. To address this possibility, we generated a transgenic mouse with an inducible, conditional prolactin receptor gene knockout. We chose to make the gene deletion inducible because β-cell-specific promoters such as the insulin promoter or the Pdx1 promoter are active during embryonic development of the pancreas^28^. In fact, Auffret et al. found that transgenic mice with a global homozygous deletion of prolactin receptor (i.e. Prlr^−/−^) have abnormal β-cell mass expansion both embryonically and during perinatal life^16^. They found a 30% reduction in β-cell mass in the Prlr^−/−^ newborns. A transgenic mouse with an inducible promoter such that the prolactin receptor gene is only deleted during adulthood would circumvent this developmental defect and allow us to study prolactin receptor’s effect specifically during pregnancy. Here, we report that in βPrlR^+/−^ mice, the deletion of prolactin receptor in adulthood, before pregnancy, led to maladaptation to insulin resistance of pregnancy, with a lower β-cell mass and insulin secretion, as well as a higher blood glucose level in the βPrlR^+/−^ mice in comparison to their wild type littermates. As expected, β-cell-specific deletion of prolactin receptor did not have a significant effect on overall insulin sensitivity, while the Prlr^+/−^ mice had a tendency for slightly lower insulin sensitivity at 45 min of the ITT (Fig. 2D). This tendency to increased insulin sensitivity however, is not likely to be a significant driver of the lower β-cell mass and insulin secretion in the Prlr deficient mice because if the lower insulin secretion observed in the Prlr^+/−^ mice reflected their improved insulin sensitivity thereby a reduced need for insulin^29^, we would anticipate Prlr^+/−^ mice to have lower blood glucose than βPrlR^+/−^ mice. Our results showed that both Prlr^+/−^ and βPrlR^+/−^ have higher blood glucose than the wild type mice and in fact, Prlr^+/−^ mice had slightly higher, not lower blood glucose than βPrlR^+/−^ mice. Therefore, the lower insulin sensitivity in the Prlr^+/−^ mice at 45 min of ITT is not likely a significant determinant of β-cell mass and insulin secretion.

Other groups have since generated conditional knockouts of the prolactin receptor gene. Banerjee et al. used a RIP-Cre promoter to generate a conditional Prlr knockout^14^. They found that β-cell-specific deletion of Prlr led to gestational diabetes due to reduced β-cell proliferation and a failure to expand β-cell mass during pregnancy. They identified MafB as one of the Prlr-signaling targets, and MafB deletion in maternal β-cells caused gestational diabetes as well. Subsequently, they performed a transcriptome analysis and found that forkhead box protein M1, polycomb repressor complex 2 subunits, Suz12 and enhancer of zeste homolog 2 are additional Prlr signaling targets^30^. Interestingly, Prlr was not required for β-cell adaptation to high fat feeding. In fact, pregnancy and high fat feeding activate very different genes in the islets, suggesting that the two metabolic stressors engage different mechanisms to adapt. Nteeba et al. also generated a β-cell-specific Prlr knockout mouse, using a Pdx1-Cre promoter^15^. In agreement with Banerjee et al., they found glucose intolerance during pregnancy. Interestingly, the β-cell-specific Prlr knockout mice had lower β-cell mass in the non-pregnant state and the pregnancy-stimulated β-cell mass expansion was essentially non-existent in their model. Moreover, they found that the loss of maternal pancreatic Prlr signaling was associated with fetal overgrowth and dysregulation of prolactin-associated genes in the placenta. The functional consequence of the placental findings was not explored in that study, but it is of high interest because we previously reported that Prlr deletion had deleterious, transgenerational effect such that the wild type offspring from Prlr^+/−^ dams had maladaptive β-cell responses during pregnancy^31^, which could be secondary to an abnormal placenta.

Prolactin receptor expression is widespread. Amongst endocrine cells of the pancreatic islet, Prlr expression is limited to β-cells but it is also expressed in endothelial cells that lines the blood vessels and neurons, both are non-β-cells that are present in islets. As well, Prlr is expressed in many non-β-cells outside of islets, such as in the brain, muscles, fat, and liver. To determine whether reduction of Prlr in non-β-cells, including both non-β-cells within islets and those outside of the islets, has an effect on islet gene expression during pregnancy, we performed RNAseq analysis, comparing gene expression of islets of Prlr^+/−^ versus βPrlR^+/−^ mice on day 15 of pregnancy. Interestingly, 95 genes are differentially expressed, and 89 out of 95 are down regulated in the islets of Prlr^+/−^ mice in comparison to βPrlR^+/−^ mice, with estrogen receptor 1 (ESR1) being the most significantly down regulated gene. This is interesting because Le May et al. showed that ERα is expressed in β-cells and activation of estrogen receptor protects β-cells from apoptosis^22–24^. 

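Table 1 lists 94 genes, 88 of them as lower and 6 as higher in Prlr+/- mice. All 94 had the listed direction in the deposited values. With a mean TPM of at least 0.5, 77 could be tested, and 9 of these had an adjusted p under 0.05 over all genes tested (limma). All 77 passed when adjusted over the list alone, which is not independent evidence, since the list was drawn from these mice. For each of the 94 genes the values of the groups did not overlap, which chance gives for 5.71% of genes and which held for 735 of the 14840 genes tested, or 4.95%. The 72 tested genes listed as lower had a median log2 fold change of −0.48 with scaled TPM and −0.57 with the TPM as deposited, where the median of all genes tested was below 0 as well. Cyclin G1 (CCNG1) was at a scaled TPM of 43.8 ± 4.79 (SD, n = 4) in βPrlR+/- mice and 26.5 ± 1.52 (SD, n = 3) in Prlr+/- mice, a log2 fold change of −0.70 (standard error 0.094, adjusted p = 0.0933, and 0.0456 with the TPM as deposited, the lowest of a range up to 1.00). PHLDA3 was at 5.37 ± 0.86 and 1.66 ± 0.16 (adjusted p = 0.0242, and 0.0104 to 0.145 with a mouse left out). Among the genes listed as higher, the deiodinase gene DIO1, picked out after its values were seen, was at 34.0 ± 3.94 in βPrlR+/- mice and 63.5 ± 9.71 in Prlr+/- mice, a log2 fold change of 0.88 (standard error 0.13, adjusted p = 0.125). By the paper's description, both groups carry a Prlr deletion in β-cells and the Prlr+/- mice alone carry it in other cells. The labels describe the genotype of the βPrlR+/- mice otherwise. From the differences in expression the paper proposes that Prlr action in non-β-cells affects gene expression in β-cells.

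**Figure D2:**
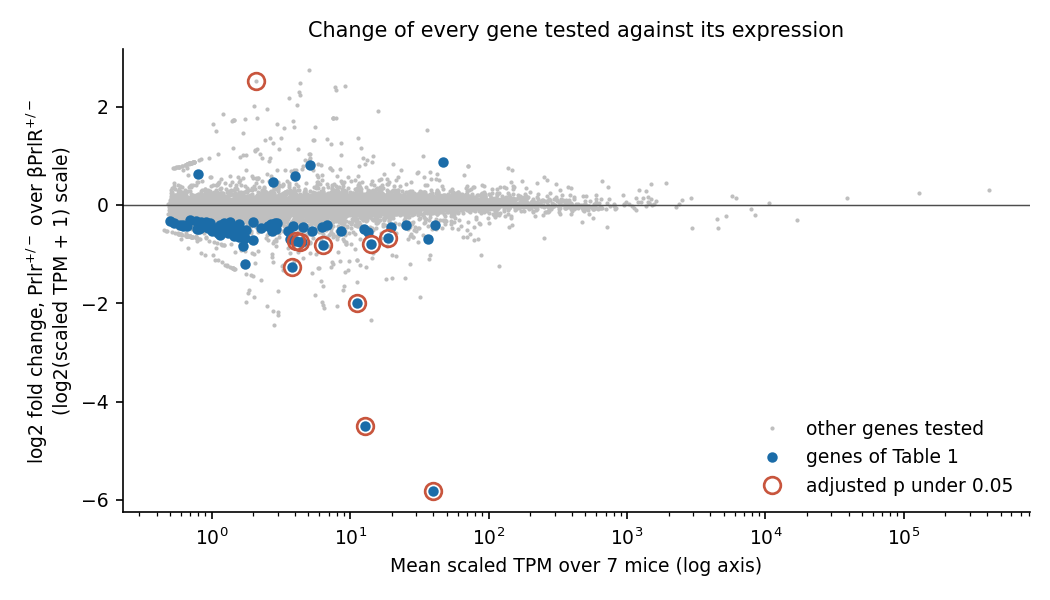
Log2 fold change of Prlr+/- over βPrlR+/- mice, on the scale of log2(scaled TPM + 1), against the mean scaled TPM over the 7 mice on a log axis. Grey points are the genes tested, blue points the genes of Table 1 among them, and red rings the 10 genes with an adjusted p under 0.05. Most genes of Table 1 lie below 0, and 9 of the 10 ringed genes are among them.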

Our previous observation that islets from pregnant mice are more resistant to free fatty acid induced apoptosis than islets from non-pregnant mice^32^ may be in part attributable to the > 20-fold induction of ESR1 expression in islets during pregnancy. Indeed, when we exposed isolated islets from pregnant Prlr^+/−^ and βPrlR^+/−^ mice to free fatty acid, we observed a greater increase in percentage of activated caspase-3 positive β-cells relative to untreated cells in the Prlr^+/−^ islets in comparison to the βPrlR^+/−^ islets. A potential link between Prlr signaling and ESR1 expression is TGFβ, as our previous work on Prlr^+/−^ mice found that TGFβ is up regulated in Prlr^+/−^ mice in comparison to Prlr^+/+^ mice, and TGFβ has been shown to regulate both Prlr and ESR1. Other potential factors that may act in an endocrine or a paracrine fashion to regulate β-cell gene expression include growth hormone^32–34^ and hepatic growth factor^35^, as both are secreted from non-β-cells outside of the islets and expressed in non-β-cells within the islets, such as endothelial cells^32,36,37^, and both hormones have pro-proliferative and pro-survival effects on β-cells. Interestingly, growth hormone has been shown to regulate Syt1 expression^38^, another gene that is expressed at a lower level in the Prlr^+/−^ mice in comparison to the βPrlR^+/−^ mice (Fig. 5). It is important to note that since the RNAseq analysis was performed using whole islets and not purified β-cells, the difference in gene expression may reflect differential gene expression in various cell types in the islets and not only the difference in β-cells. 

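Lists of marker genes that share no gene with Table 1 were compared between the groups. All 14 tested endothelial genes were lower in Prlr+/- mice, with a median log2 fold change of −0.23. The difference of the list's mean was matched by 3 of 35 splits (two-sided exact permutation test, p = 0.0857), and the adjusted p from limma's camera test was 2.2e-09 with a preset correlation between genes and 0.132 with an estimated one. The most abundant endothelial genes were PLVAP at 81.7, EMCN at 27.8 and KDR at 21.7 scaled TPM. Of 15 β-cell genes 13 were higher, with a median of 0.29 (exact permutation test, p = 0.0857; camera adjusted p = 4.8e-04, and 0.0779 without Prlr+/- mouse 2, where the median was 0.23). INS and Ins1 changed by 0.30 and 0.25 and PDX1 by 0.29 (adjusted p = 1.00 for each). The 9 α-cell genes were all lower, by a median of −0.18 (exact permutation test, p = 0.229; camera adjusted p = 4.8e-04, and 0.0539 without βPrlR+/- mouse 3, where the median was −0.065). Of 8 δ- and PP-cell genes 7 were lower, by a median of −0.22 (exact permutation test, p = 0.114; camera adjusted p = 0.00236, and 0.111 without Prlr+/- mouse 3). The acinar, duct and leukocyte lists had medians of 0.14, 0.050 and 0.020 with scaled TPM. With the TPM as deposited they were −0.0033, −0.085 and −0.046. The median of all genes tested was −0.12 there, so that change of sign decides nothing about the lists. Their direction is not settled, since 29, 24 and 28 of the 35 splits gave as large a difference of their means. The acinar list varied most between mice, from a mean log2 value of 8.17 in βPrlR+/- mouse 2 to 11.3 in βPrlR+/- mouse 3, and its median ran from −0.50 without βPrlR+/- mouse 2 to 0.51 without βPrlR+/- mouse 3. The fibroblast and pericyte list had a median of −0.12 (exact permutation test, p = 0.571; camera adjusted p = 0.0663). With a mouse left out it ran from −0.22 without βPrlR+/- mouse 2 to −0.034 without βPrlR+/- mouse 3, with camera adjusted p from 7.9e-04 to 0.721, under 0.05 without βPrlR+/- mouse 2 or 4 or Prlr+/- mouse 3. Of 14 lists tested, 8 passed camera with the preset correlation, and none of them passed with fry or with an estimated correlation.

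**Figure D3:**
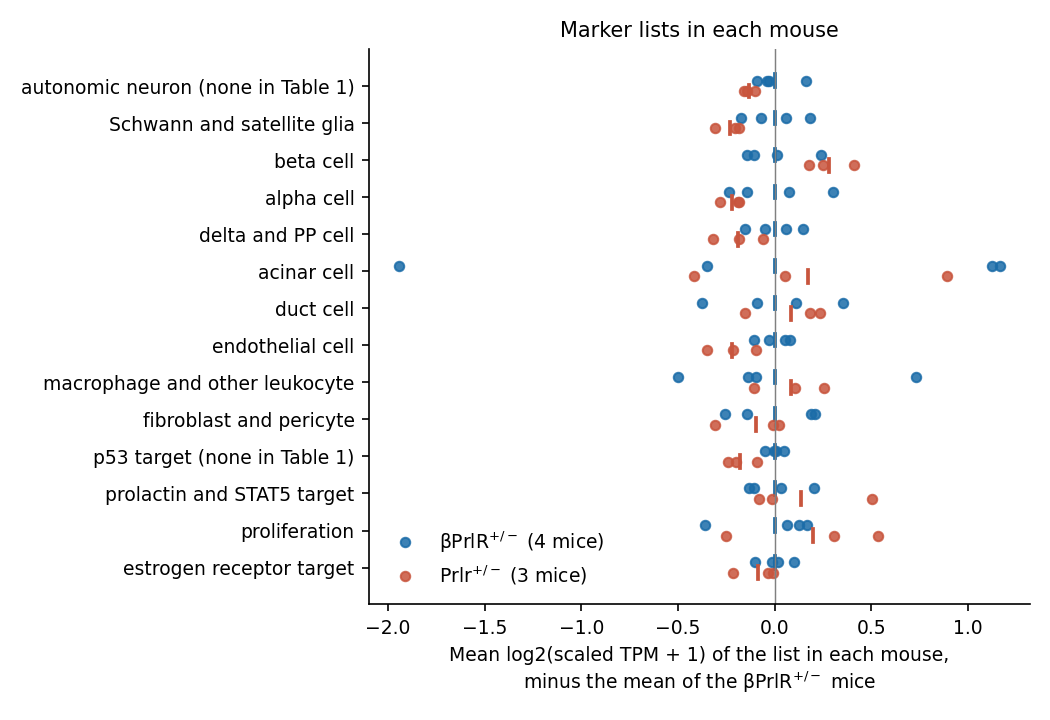
Mean log2(scaled TPM + 1) of each marker list in each mouse, minus the mean of the βPrlR+/- mice. Blue points are the 4 βPrlR+/- mice, red points the 3 Prlr+/- mice, and the bars group means. The acinar list spreads widest within a group, and the groups overlap for every list but those of autonomic neurons, glia and p53 targets.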

While this is possible, we believe the difference in gene expression most likely reflects expression in β-cells because on day 15 of pregnancy, β-cells constitute 85–90% of endocrine cells in an islet and endothelial cells constitute ~ 10–15% of islet mass while neurons contribute minimally to islet mass (preliminary data not shown). Therefore, β-cells are the most abundant cell type in an islet during pregnancy and the gene expression changes are most likely occurring in β-cells. The β-cell gene expression difference between islets of βPrlR^+/−^ and Prlr^+/−^ mice however, are likely secondary to the down regulation of Prlr in non-β-cells because βPrlR^+/−^ and Prlr^+/−^ mice have comparable Prlr expression in islets (Fig. 1D) but Prlr^+/−^ (and not βPrlr^+/−^) mice also have down regulation of Prlr in non-β-cells, both within and outside of islets. This led us to speculate that there is Prlr-dependent endocrine (from non-β-cells outside of islets) and/or paracrine factors (from non-β-cells within islets) that affect gene expression in β-cells in βPrlr^+/−^ and Prlr^+/−^ mice.

An interesting finding from our RNAseq analysis was the identification of serotonin receptor signaling as one of the top canonical pathways that are differentially regulated between Prlr^+/−^ and βPrlR^+/−^ mice ^25,39^. 

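The serotonin receptor signaling term of Table 2 holds 3 genes, all lower in Prlr+/- mice. The serotonin receptor HTR3A was at a scaled TPM of 1.53 ± 0.18 (SD, n = 4) in βPrlR+/- mice and 0.650 ± 0.11 (SD, n = 3) in Prlr+/- mice, a log2 fold change of −0.62 (standard error 0.092, adjusted p = 0.135 from limma). The vesicular acetylcholine transporter SLC18A3 was at 2.04 ± 0.35 and 0.934 ± 0.12, a log2 fold change of −0.65 (adjusted p = 0.247). For these 2 genes no other split gave as large a difference (two-sided exact permutation test, p = 0.0286 for each). The adenylate cyclase ADCY2 was at 1.06 ± 0.21 and 0.476 ± 0.12, a log2 fold change of −0.48 (adjusted p = 0.584; exact permutation test, p = 0.0571), and its groups did not overlap either. None of the 3 had an adjusted p under 0.05 in any setting or with any mouse left out. The lowest adjusted p was 0.0975 for HTR3A. In the RT-qPCR of Fig. 5A, read by eye, the ratio of Prlr+/- to βPrlR+/- mice for HTR3A was about 1.4, against 0.425 here.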

Kim et al. reported that serotonin acts downstream of Prlr to stimulate β-cell proliferation, and this was through the Gαq-linked serotonin receptor 5-hydroxytryptamine receptor-2b (Htr2b)^25^. In a subsequent study, they found that another serotonin receptor, Htr3a, is important for regulation of insulin secretion^40^, although we did not detect a difference in Htr3a expression between the Prlr^+/−^ and βPrlR^+/−^ mice in this study.

Hence, observations from our β-cell-specific Prlr knockout mice as well as those from Banerjee et al. and Nteeba et al.^14,15^, and the global Prlr knockout mice^12^, indicate that Prlr has cell-autonomous effects on β-cell adaptation to pregnancy, which is accountable for most of the observed Prlr effect on β-cell mass expansion and insulin secretion during pregnancy. The current study reports the novel finding that the absence of Prlr action in non-β-cells increased β-cell’s susceptibility to apoptosis in response to an external insult such as glucolipotoxicity, and that Prlr action in non-β-cells also affect β-cell gene expression during pregnancy, suggesting the presence of Prlr-dependent ‘factor(s)’ from non-β-cells within the islets and/or tissues outside of islets that regulate β-cell adaptation to pregnancy.

## Methods

### Ethical approval

All experimental procedures were approved by the Animal Use Review Committee at the University of Calgary in accordance with standards of the Canadian Council on Animal Care. The study was carried out in compliance with the ARRIVE guidelines.

### Mice

Heterozygous prolactin receptor null mice (Prlr^+/−^) on a C57BL/6 background were purchased from Jackson Laboratory and a working stock was generated by crossing Prlr^+/−^ mice with wild type Prlr^+/+^ mice. The pups were genotyped as previously described^41^. Prlr^+/+^ and Prlr^+/−^ mice did not receive tamoxifen.

### Generation of the conditional prolactin-receptor null mice

A promoter-driven targeting cassette for the generation of a knockout-first allele with potential for conditional knockout was obtained from EUCOMM (The European Conditional Mouse Mutagenesis Program)^42^. The vector was linearized at AsiSI-site and electroporated into mouse ES cells. Neomycin resistant cells were isolated and selected by Southern analysis. ES cells that contain the correctly recombined genome and correct karyotype were then injected into 8-cell CD1E wild type mouse embryos to generate chimeras. The male chimeric mice were then crossed to albino C57BL/6 mice (Charles River, B6N-*Tyr*^C−Brd/BrdCrCrl^) to obtain germline transmission of the mutation. The FRT-flanked neo cassette was removed by crossing with FLPeR mice (The Jackson Laboratories; B6.129S4-*Gt(ROSA)26Sor*^*1(FLP1)Dym*^/RainJ). This generated the mice heterozygous for floxed exon 5 (*Prlr*^*1c*(EUCOMM)Hmgu^, herein denoted as *PrlR*^+/−^) that were phenotypically wild-type. It was back-crossed with C57BL/6J mice (The Jackson Laboratory) for more than 10 generations. The PrlR^+/−^ mice were crossed with Pdx1CreER mouse (from Mutant Mouse Resource & Research Centers supported by NIH, Stock No.: 000350-UCD)^43^, which has the *Cre-ER* gene under the control of the *Pdx1* promoter, to generate the Pdx1CreER:PrlR^+/−^ mice. Pdx1 is expressed in the pancreatic bud during embryonic development and it is required for the formation of pancreas; in adult pancreas, its expression is restricted to the β cells^44^. The male Pdx1CreER:PrlR^+/−^ mice were crossed with female PrlR^+/−^ mice to generate the homozygous conditional knockout Pdx1CreER:PrlR^−/−^ (herein denoted as βPrlR^−/−^), and the heterozygous conditional knockout βPrlR^+/−^, and the control littermates, i.e. Pdx1CreER, PrlR^+/−^ and PrlR^−/−^ mice. The βPrlR^−/−^ mice were then crossed with the mT/mG reporter mice (The Jackson Laboratory, Stock No.: 007576), which carries *ROSA*^*mT/mG*^, a cell membrane-targeted, two-color fluorescent Cre-reporter allele. Before Cre recombination, the tdTomato (mT) fluorescence expression is widespread in all cells. Upon Cre recombinase activation, the cells express membrane-localized EGFP (mG) fluorescence, replacing the red fluorescence ^45^. To induce Cre recombinase activity, tamoxifen (dissolved in corn oil) was given by oral gavage at age 8 weeks for 5 days at a dose of 4 mg/day (for a 20 g mouse). Mice were used 4 weeks after tamoxifen administration.

Mice were maintained on a 12-h light, 12-h dark cycle with liberal access to food and water. Mice were studied at 4–5 months of age. For pregnancy, female mice were set up with wild type male mice and the morning when a vaginal plug was found was designated as day 1 of pregnancy. Mice were used on day 15 of pregnancy. We chose to study day 15 of pregnancy because β-cell proliferation and β-cell mass peaks on days 14–15 of pregnancy^3,9^.

### Intraperitoneal glucose tolerance test (IPGTT) and insulin tolerance test (ITT)

IPGTT (20% d-glucose solution, 2 g/kg body weight) and ITT (NovoRapid insulin, 0.75 unit/kg body weight) were performed as previously described^12^. Additional blood samples (~ 30 µl) were taken at times 0, 5, and 30 min of IPGTT for insulin concentration measurements by ELISA (ALPCO, catalog #80-INSMSU-E01). Non-fasted blood glucose was determined using a glucometer (FastTake) by sampling from tail vein at 8 a.m., and at the same time, an additional 30 μl of serum was taken from the saphenous vein and stored at − 80 °C for later measurement of insulin by ELISA.

### Materials

Collagenase P (Ref#11 213 865 001) was purchased from Roche. Trypsin 1 mg tablets (T7168) and all chemicals are from Sigma. Sources of antibodies are specified below.

### Immunostaining

For quantification of β-cell mass, pancreas was isolated from pregnant and non-pregnant mice, weighed, embedded in paraffin blocks, longitudinally serial sectioned to 7 μm, then stained for insulin to identify β cells as previously described^12^. Briefly, after 1 h of blocking with 1% goat serum/phosphate buffered saline (PBS) at room temperature, tissues were incubated with primary antibody over night at 4 °C (guinea pig anti-insulin at 1:750, DAKO; diluted in 1% goat serum/PBS). This was followed by 1-h incubation with fluorophore-conjugated secondary antibodies (Cy3-anti-guinea pig at 1:300, Jackson ImmunoResearch, diluted in 1% goat serum/PBS). Bis-benzimide H 33342 trihydrochloride (0.1 μg/ml, Sigma) was added to the secondary antibody for nuclear staining. Stained sections were mounted using DakoCytomation fluorescent Mounting Medium (Agilent/Dako, Santa Clara, USA) and stored at 4 °C. To localize estrogen receptor-α (ERα) in pancreatic tissues, antigen retrieval was achieved by microwaving the paraffin embedded tissue sections in sodium citrate (pH 6), followed by 1 h of blocking with 1% goat serum/PBS at room temperature, then incubation with primary antibodies overnight at 4 °C to co-stain for insulin (to identify β-cells) and ERα (rabbit anti-ERα at 1:100, Santa Cruz). Next day, after 3 brief washes in PBS, tissue sections were incubated with secondary antibodies (Cy3-anti-rabbit at 1:300 and Alexa488-anti-guinea pig at 1:300, both diluted in 1% goat serum/PBS, plus Hoechst 33342 for nuclear staining) at room temperature for 1 h. For identification of cleaved caspase-3 positive cells, isolated mouse islets were incubated in 0.5 mM of palmitate in the presence of 33 mM glucose (see below) for 72 h. At the end of the incubation, islets were briefly washed in PBS, dissociated into single cells using 2 mM EDTA, and place on poly-l-lysine coated glass slides. The cells were fixed with 4% PFA in PBS for 10 min at room temperature and permeabilized with 0.2% Triton X for 15 min, then incubated with rabbit cleaved caspase-3 antibody (Promega, Madison, USA) at 1:1000 dilution in 1% goat serum/PBS at 4 °C overnight, followed by incubation with goat-anti-rabbit-Cy3 (Jackson ImmunoResearch, West Grove, USA) or goat-anti-rabbit-Alexa-488 antibodies (Molecular Probes, Waltham, USA) at 1:300 dilution in 1% goat serum/PBS at room temperature for 1 h. After 3 washes with PBS, cells were mounted with Dako fluorescent Mounting Medium.

### Islet morphometry

Consecutive images of non-overlapping, adjacent areas of the entire pancreas section were acquired using a Zeiss fluorescence microscope, and captured with a CoolSnap digital camera^12^. Images were analyzed by ImageJ software (https://imagej.nih.gov/ij/) to measure the insulin-positive area as well as the area of the entire pancreas section (identified by nuclear staining). β-cell mass was calculated by multiplying the pancreas weight by the β-cell fraction (i.e. the ratio of insulin-positive cell area to total pancreatic tissue area on the entire section). Results represent the average of 6–8 tissue sections per animal from 5 to 6 animals from each genotype.

### Islet isolation

Pancreatic islets were isolated from non-fasted adult female mice. The pancreas was first distended using collagenase P (0.66 mg/ml in Hank’s Balanced Salt Solution, 2.5 ml/pancreas), surgically removed and then incubated at 37 °C for 15 min under constant agitation. Islets were hand-picked and cultured overnight in RPMI1640 supplemented with 10% fetal bovine serum (FBS) and penicillin/streptomycin^31^. For some experiments, islets were treated with 0.5 mM palmitate (PA) in the presence of 33 mM d-glucose (total concentration) in RPMI1640 supplemented with fatty-acid free bovine albumin serum (without FBS) for 72 h. Control islets were incubated in culture media containing vehicle (1% fatty-acid free bovine albumin serum and 0.25% ethanol) and the non-metabolizable l-glucose for a final concentration of 33 mM glucose, as a control for osmolality.

### Islet RNA isolation and quantitative real-time RT-PCR

Total islet RNA (100–200 islets/mouse) was extracted using the RNeasy Mini Kit (Qiagen). RNA concentration and integrity were assessed using the ND-1000 Spectrophotometer (NanoDrop). cDNA was synthesized using the Quantitect Reverse Transcription Kit (Qiagen). Reactions were carried out in triplicate with QuantiFast SYBR Green Master Mix (Qiagen) at an annealing temperature of 60 °C. Data were collected using the QuantStudio Real-Time PCR System Version 1.3 by Applied Biosystems. Primer identifying both long and short forms of prolactin receptor was designed using Primer Designing Software (NCBI) (https://www.ncbi.nlm.nih.gov/tools/primer-blast/); sequence: Forward: 5′ ATCTTTCCACCAGTTCCGGG, and Reverse: 5′ TTGGAGAGCCAGTCT CTAGC. Other primer sequences used in this study are as follows: for estrogen receptor 1 (ESR 1) : Forward: TCTGCCAAGGAGACTCGCTACT, and Reverse: 5′ GGTGCATTGGTTTGTAGC TGGAC; acetylcholinesterase (Ache)—Forward: 5′ TTCCTTCGTGCCTGTGGTAG, Reverse: 5′ CAGAAAGTAGGAGCCCTCGTC; BEN domain containing 5 (Bend5)—Forward: 5′ ACAACCAGAAGGTGTACGCG, Reverse: 5′ GTCAGA TTTGTCTTCTGCCAGC; cyclin G1 (Ccng1)—Forward: 5′ CACCTTGCCATTTGAGAG GAGA, Reverse: 5′ AGTGGCAGGCCTTAAGTTGG; 5-hydroxytryptamine receptor 3A (Htr3a)—Forward: 5′ CACACTCCTTCTGGGATACTCAG, Reverse: 5′ GCACAATGA AGATGGTCTCAGC; synaptotagmin 1 (Syt1)—Forward: 5′ TAGTCG TGACCTGCTGCTTC, Reverse: 5′ TCATCCTTAAGGGCCTGATCCT; phosphoglycerate kinase 1 (Pgk1)—Forward: 5′ TGCCAAGGCTTTGGAGAGTCC, Reverse: AAAGGCCATTCCACCACCAA. The relative amount of RNA was normalized to the expression of phosphoglycerate kinase 1 (Pgk1) mRNA as previously described^31^. Pgk1 was chosen as the reference gene because its expression was not affected by pregnancy or the treatment^32^. Gene expression level was calculated by the ∆∆Ct methods, relative to the expression level in islets of βPrlR^+/−^ mice on day 15 of pregnancy.

### RNAseq analysis

Total RNA (100–200 islets/mouse) was extracted using the RNeasy Mini Kit (Qiagen). The library preparation, quality control, sequencing and bioinformatic analysis generating differentially expressed transcripts was completed by UCDNA Services, Cumming School of Medicine, University of Calgary. RNA quality and quantity was measured on the Agilent 2200 TapeStation System. Only samples with a RNA integrity number above 7 were used. Messenger RNA was enriched and separated from rRNA using the NEBNextPoly(A) mRNA Magnetic Isolation Module (New England Biolabs). RNA library was prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England Biolabs). Sequencing was performed on Illumina NextSeq 550 System to obtain 51–62 million reads per sample. Reads were aligned with Kallisto 0.42.4^46^ to the mouse NCBI RefSeq transcript database (2017 version). Transcript counts were normalized as FPKM (fragments per kilobase of exon model per million reads mapped) and differential expression was detected with Sleuth (FDR < 0.05). The raw data sets discussed in this study have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO series accession number GSE156774 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156774). Gene network analysis was performed using Qiagen’s Ingenuity Pathway Analysis platform (Qiagen N.V., Redwood City, CA) to identify pathways enriched. Enrichr, a web-based interactive enrichment analysis tool (https://maayanlab.cloud/Enrichr/) was also used to group these genes into functional categories, using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database and the Gene Ontology (GO) knowledgebase. The Heat map of differentially expressed transcripts was generated on the R console (version 3.4.3)^47^ by centering normalized transcript counts on the average count per transcript, and plotted with gplot (3.0.1)^48^ and RColorBrewer (1.1.2)^49^ packages.

### Statistical analysis

All statistics were performed using GraphPad Prism 6. Two-tailed Student’s t tests or ANOVA with Bonferroni post-tests were performed where appropriate. Comparisons were made between the heterozygous conditional knockout (βPrlR^+/−^), the wild type littermate (βPrlR^+/+^), or the Prlr^+/−^ mice, as stated in the Figure Legend.

## Supplementary Information

Supplementary Figure 1.

## Data Availability

The raw data set from the RNAseq experiment has been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO series accession number GSE156774 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156774).

How the deposited data were processed for this re-analysis (not part of the article)

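Islet RNA from 4 βPrlR+/- mice and 3 Prlr+/- mice on day 15 of pregnancy was sequenced, with 1 library per mouse. The mice were assigned to the groups from the labels deposited with the data, which give each mouse a number, and from the paper. All 7 were used in every comparison, and no per-sample column was left unused. The authors enriched poly(A) RNA, made strand-specific libraries, and assigned the reads to mouse RefSeq transcripts with Kallisto. The methods call the deposited values FPKM, but the values of each mouse sum to 1000000, so the deposited values were handled as TPM, at the level of 107384 transcripts and of 34082 gene names. Each gene value equalled the sum of its transcript values, and the tables of single mice held the same gene values as the table of all mice. Of the gene names, 30430 matched 1 gene of the RefSeq annotation of GRCm38.p6 and 195 merged several genes. That annotation was used only for names and for which genes neighbour each other, because the paper names no genome build. TPM keeps no sequencing depth, so the depth behind a value is not known from the deposited values and no counting interval is given.

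A count test had been chosen before the data were examined. The deposited values being TPM, limma was used in its place, and the settings that had been written for counts were replaced by their counterparts on TPM. The TPM of each mouse was divided by a median-ratio size factor, because the insulin genes INS and Ins1 took about as much of the TPM as all other genes together and their share differed between mice. This step was chosen before any difference between the groups was computed, but after the values of the highest genes had been seen. TPM without it was kept as a setting. Genes with a mean TPM of at least 0.5 were tested on log2(scaled TPM + 1) with limma's moderated test and a mean-dependent variance (limma 3.58.1 in R 4.3.3), Benjamini-Hochberg adjustment and a threshold of 0.05. Fold changes are Prlr+/- over βPrlR+/- mice. An exact zero in such values can be a failed estimate, so a gene at 0 is given as listed at 0, and a fitted value of such a gene, where printed, is set by the pseudocount and is no fold. Single genes and list means were also compared by a two-sided exact permutation test over the 35 splits of 7 mice into 4 and 3, whose smallest p is 0.0286. The model was tested on simulated data with 14840 genes and the spread of these mice. Over 5 runs with 200 changed genes each, 87.6% of changes of 2 log2 units and 65.2% of changes of 1 log2 unit were recovered, and 5.33% of the calls were false. All 10 shifted lists of 40 simulated lists were recovered, but the simulated genes varied independently of each other. In the real lists the estimated correlation between genes ran from 0.00472 (autonomic neuron) to 0.986 (acinar). The simulation therefore does not test the list test where genes vary together. The samples were compared in pairs, and the most nonzero values that a pair of mice had in common was 1, between βPrlR+/- mice 3 and 4. Their correlation across genes, which are not independent replicates, was 0.986 to 0.992. The first 3 principal components held 24.7%, 20.1% and 17.2% of the variance.

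Lists of marker genes were tested with camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 14 lists, and with fry and an estimated correlation as alternatives. The lists were autonomic neuron, Schwann and satellite glia, β-cell, α-cell, δ- and PP-cell, acinar, duct, endothelial, macrophage and other leukocyte, fibroblast and pericyte, p53 target, prolactin and STAT5 target, proliferation, and estrogen receptor target. None holds a gene of Table 1, and 1 gene is shared by the α-cell and STAT5 lists. The genes named in the text were to be those the paper names, the genes of Table 2, the 10 genes with the smallest adjusted p in each direction whose groups do not overlap, and the genes of reported lists. From these, the genes given with full values were picked after their values had been seen. DIO1 falls outside the rule and was named after its values were seen, as were the genes that only other settings called. Table 1 was copied as printed, with 94 genes. RT-qPCR primers were matched to the GENCODE transcripts of GRCm38. Figures were drawn with matplotlib 3.10.9, and other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

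The settings chosen before the data were examined were TPM as deposited, upper-quartile scaling, a pseudocount of 0.1, all genes above 0, the natural log of scaled TPM + 0.5, the transcript level, the mean of the neuron list as a covariate, an adjusted p under 0.01, and leaving out each mouse in turn. A robust limma fit, a filter of at least 0.5 TPM in every mouse, a pseudocount of 0.01 and, for Table 1 alone, the ratio of group means were added after seeing the data. The enrichment tests of the paper were not repeated, and some genes of Table 2 are not reported here.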

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

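In this part, the test on short RNA genes was chosen after the result was seen, and so was the rule that picks the marker list with the smallest exact p. The marker lists and the test of p53 targets were set earlier.

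The share of TPM in INS and Ins1 was lowest in βPrlR+/- mouse 3, at 46.1%, against 52.7% to 53.2% in the 3 other βPrlR+/- mice. Its gap to the nearest mouse was 0.927 of the group's range, above Dixon's 95% critical value for 4 samples. This was 1 of 47 results tested, where chance gives 2.35. On the technical side, a few genes hold most of the TPM here, so the share moves the values of all other genes, which the size factors remove. Acinar RNA was high in βPrlR+/- mouse 3, with a mean log2 value of 11.3 for the acinar list, but it was 11.2 in βPrlR+/- mouse 1, whose insulin share was 52.7%. Without βPrlR+/- mouse 3, 12 genes in place of 10 were past the threshold, and 6 of the 10 stayed. Smallest of all p values in that fit was that of Snord66, named here after its values were seen. No biological explanation was tested for a single mouse.

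Mir8115, a microRNA gene that is not in Table 1, was listed at 0 in all 4 βPrlR+/- mice and above 0 in all 3 Prlr+/- mice. Its difference on the log2(scaled TPM + 1) scale was 2.51, a value that the pseudocount sets, since no fold can be given against 0. Its adjusted p was 0.0161 (limma), and it ran from 1.2e-04 to 0.163 over 16 other settings and left-out mice, 10 of which kept it past the threshold. A technical explanation is that short RNA genes, which poly(A) libraries catch poorly, are estimated from few reads and separate small groups by chance. In the 34 other splits of the 7 mice, 62 of 70 calls were such genes, or 88.6%, although they make up 514 of the genes tested, or 3.46%. Chance among short RNA genes may therefore account for this call. A biological difference between the genotypes stays open as untested.

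The p53 target list, none of whose genes is in Table 1, had a median log2 fold change of −0.142 (23 of 28 genes lower in Prlr+/- mice). The real split gave the largest difference of the list's mean, 1 of 35 (two-sided exact permutation test, p = 0.0286, the smallest possible, and the smallest among 14 lists). The adjusted p was 1.8e-07 with camera at a preset correlation, 0.0691 with fry and 0.0720 with an estimated correlation, so the call rests on the preset one. The median stayed between −0.19 and −0.10 with each mouse left out. The most abundant genes of the list were EI24 at 55.0, BAX at 47.9 and BTG2 at 39.9 scaled TPM, and CDKN1A fell from 48.8 ± 14.3 (SD, n = 4) to 23.6 ± 7.89 (SD, n = 3), with an adjusted p of 0.723. A hypothesis was a DNA damage response in mice with Cre and tamoxifen, which needs p53 targets outside Table 1 to be higher in βPrlR+/- mice as a list, and the sign of the median is as that hypothesis needs. It cannot be separated from the genotype itself. By the paper's description, the same 4 mice carry Cre, received tamoxifen and lack 1 Prlr allele in β-cells alone.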

How the results depend on the processing

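Some settings had been written for counts and were run as their counterparts on TPM. DESeq2, limma-voom, a robust edgeR fit, TMM factors and the count filters were not run, because the values are TPM. The robust limma fit, the filter of at least 0.5 TPM in every mouse and the pseudocount of 0.01 were chosen after seeing the data. With scaled TPM and all mice, 10 genes were past the threshold, 9 lower and 1 higher in Prlr+/- mice, and 9 in Table 1.

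The count stayed within 1.5 times with the TPM as deposited (13 genes, 12 lower) and with upper-quartile scaling (12 genes, 11 lower). It moved to 18 genes, 15 lower and 3 higher, with a pseudocount of 0.1 and also with one of 0.01, and to 17, 15 lower and 2 higher, with the natural log of scaled TPM + 0.5. The robust fit gave 15 genes, of which 2 were higher. All 10 genes were among the calls of these 6 settings. At the transcript level 6 genes were called, 4 lower and 2 higher, 3 of them in Table 1, and 4 were shared with the 10. With all 27935 genes above 0, where the adjustment covers more genes, 4 were called, 3 lower and 1 higher, 2 of them in Table 1. With the neuron list as a covariate, whose mean did not overlap between the groups, 2 were called. Both were lower and in Table 1, and 0 were higher, with 403 genes at an unadjusted p under 0.05. At an adjusted p under 0.01, 2 were left, both lower and in Table 1, and 0 higher. The filter on every mouse gave 11 lower and 0 higher, with 583 genes at an unadjusted p under 0.05, and by its construction it removed ESR1, Rnu3b4 and Mir8115. Apart from the tighter threshold and the genes added or removed by a filter, the cause was not tested.

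Across the 7 fits that each left out 1 mouse, 2 to 12 genes were past the threshold, with the lowest count without βPrlR+/- mouse 4 and the highest without βPrlR+/- mouse 3. Between 2 and 8 were lower, 0 to 5 higher, and 2 to 6 in Table 1. ESR1 and Rnu3b4 were called in all 7. These fits have fewer mice, and the cause was not tested further. Without Prlr+/- mouse 3, 5 of 7 calls were higher in Prlr+/- mice, and without Prlr+/- mouse 1, 3 of 5. The 77 tested genes of Table 1 kept their direction in each of these fits, and so did every Table 1 gene tested in the other settings.

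The counts that follow leave out C14orf159, FAM212B, DKK3 and Snord66, which were called in other settings alone. Of the values of named genes under other settings with all mice, 290 kept direction and side of the threshold. Another 21 were no longer past it, 1 was newly past it (CCNG1, TPM as deposited) and 1 reversed. With a mouse left out, 171 kept both, 49 were no longer past the threshold, 1 was newly past it (LRP8, without βPrlR+/- mouse 3) and 3 reversed. The reversed ones were all of PGK1, whose log2 fold change of −0.016 became 0.026 with the neuron list as a covariate and ran from −0.056 to 0.023 with a mouse left out. The medians of the Table 2 terms moved by more than their spread in 54 values with all mice, while 66 stayed, and all 84 with a mouse left out stayed, and none changed sign.

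For the marker lists, 136 values with all mice kept direction and side, 21 were no longer past the threshold (8 with fry and 8 with an estimated correlation), 2 were newly past it and 9 reversed. With the TPM as deposited the medians of 4 lists turned negative: acinar (−0.0033), duct (−0.085), leukocyte (−0.046) and prolactin and STAT5 target (−0.0017). The median of all genes tested went from 0.0042 with scaled TPM to −0.12 in that setting. These reversals therefore go with a shift of all genes and are no evidence on the lists themselves. With the neuron list as a covariate the acinar list became −1.46, the leukocyte list −0.19 and the proliferation list −0.13, and at the transcript level the duct list became −0.059 and the leukocyte list −0.027; the cause was not tested. With a mouse left out, 76 values kept both, 8 were no longer past the threshold, 8 were newly past it and 6 reversed. The acinar list ran from −0.50 to 0.51, the leukocyte list from −0.066 to 0.19 and the prolactin and STAT5 list from −0.038 to 0.24. The pairs of called genes that neighbour each other numbered 0 at 2, 5 and 10 Mb.

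Because TPM keeps no depth, a gene listed at 0 cannot be told from a gene with few reads, which limits Rnu3b4, Mir8115 and other short RNA genes.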

Differences from the paper's values

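The paper reports 95 differentially expressed genes, 89 of them lower in Prlr+/- mice, and Table 1 as printed lists 94, 88 of them lower. Here 10 genes were past the same threshold, 9 of them lower, and none of the settings, chosen before or after the data were examined, reached the paper's number.

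The paper's text does not name the base of the log ratios of Table 1. They were compared with the log2 fold changes here converted to the natural log. For genes lower in Prlr+/- mice, both are given below as the ratio of βPrlR+/- to Prlr+/- mice, so that they are positive. On the scale of log2(scaled TPM + 1), the values lay closer to the paper's when these were read as log2 (median difference 0.164) than as natural logs (0.300). With a pseudocount of 0.1 the order was the opposite, 0.192 as log2 and 0.0469 as natural logs, and likewise with 0.01 and with the ratio of group means, both chosen after seeing the values (0.00716 and 0.0121 as natural logs). All other settings that gave a value had the order of the main scale. With the TPM as deposited it was 0.193 as log2 and 0.245 as natural logs, and at the transcript level 0.144 and 0.242. The natural log was taken on the ground of the low pseudocounts and the ratio of means. A pseudocount of 1 understates the change of genes with low values, so the order on the main scale is no evidence for log2. The ratio of group means has no pseudocount, and read as log2 its median difference was 0.299. That argues against log2, although the paper names no base. All values had the paper's sign. By more than the spread between mice, 76 of 94 genes differed, each of them closer to 0 here. The number was 65 with the TPM as deposited, 75 with upper-quartile scaling, 15 with a pseudocount of 0.1, 76 with all genes above 0, 62 with the natural log of scaled TPM + 0.5, 47 of 67 at the transcript level, 83 with the neuron list as a covariate, and 73 to 78 with a mouse left out. Of the settings chosen after seeing the values, it was 76 with the robust fit, 36 of 54 with the filter on every mouse, 1 with a pseudocount of 0.01 and 0 of 93 with the ratio of group means.

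For ESR1 the paper's log ratio is 5.686 against 4.04 here. On the natural-log scale a pseudocount of 0.01 and the ratio of group means, both chosen after seeing the values, closed the gap and the other settings did not. Read as log2, the paper's value lies near the log2 fold change of Prlr+/- over βPrlR+/- mice here, −5.83. That value is shrunk by the pseudocount of 1, and with 0.01 it was −8.18. For Rnu3b4 the paper's is 4.552 against 3.12, but the gene is listed at 0 in all Prlr+/- mice, so the pseudocount sets the value here (3.12 with 1, 5.38 with 0.1 and, chosen after seeing the values, 7.68 with 0.01) and no gap can be measured. None of the settings came within the spread of the paper's value. On the log2 scale, as Prlr+/- over βPrlR+/- mice, the value with a pseudocount of 1 is −4.50. The gaps that follow were closed by a pseudocount of 0.1 and by the 2 settings chosen after seeing the values, a pseudocount of 0.01 and the ratio of group means. The paper's value comes first and that found here second. They were 0.847 and 0.427 for HTR3A, 0.797 and 0.332 for ADCY2, 0.763 and 0.448 for SLC18A3, and 0.855 and 0.342 for NOS1. They were 0.639 and 0.388 for CPLX1, 0.76 and 0.467 for SLC5A7, and 0.718 and 0.353 for CHRNA3. They were 0.705 and 0.329 for PHOX2A, 0.571 and 0.331 for HAND2, and 1.158 and 0.869 for PHLDA3. The same settings, and also TPM as deposited, closed the gap for PRPH, the paper's 0.649 against 0.524. TPM as deposited and the natural log of scaled TPM + 0.5 also did so for SYT1 (the paper's 0.458 against 0.342), DNM1 (0.464 against 0.363), STMN2 (0.653 against 0.563), THY1 (0.64 against 0.509) and NCS1 (0.357 against 0.238), and for NCS1 also the fit without Prlr+/- mouse 2. The other settings chosen before the data were examined left these gaps open.

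The RT-qPCR of Fig. 5A is another assay, for which the paper does not say whether the sequenced mice were among those used, and the ratio of Prlr+/- to βPrlR+/- mice on day 15 was read by eye. For ESR1 it is about 0.36 in Fig. 5A, read by eye, against a ratio of mean scaled TPM of 0.00329 here, and no setting closed the gap. The value here rests on the 1 transcript that held 99.4% of the difference. The other ESR1 transcripts together were at 0.650 ± 0.485 (SD) in βPrlR+/- mice and 0.212 ± 0.019 (SD) in Prlr+/- mice. That spread is too wide for a comparison with Fig. 5A. For SYT1 it is about 0.41 in Fig. 5A, read by eye, against 0.628, a gap closed with the TPM as deposited and without βPrlR+/- mouse 1 or Prlr+/- mouse 1. For ELAVL3, which was under the limit of 0.5 mean TPM, it is about 0.35 in Fig. 5A, read by eye, against 0.552, closed with the TPM as deposited. For BEND5 it is about 0.1 in Fig. 5A, read by eye, against 0.206, and for HTR3A about 1.4 in Fig. 5A, read by eye, against 0.425, and no setting closed either gap.

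The discussion states that no difference in HTR3A was detected and does not say by which assay. Table 1 lists it as lower, and it was lower here, with a log2 fold change of −0.62 (adjusted p = 0.135 from limma). Table 1 genes not past the threshold in the setting used here were called in others. CCNG1 was called with the TPM as deposited and LRP8 without βPrlR+/- mouse 3. C14orf159, FAM212B and DKK3 were called in several, C14orf159 with the TPM as deposited, upper-quartile scaling, a pseudocount of 0.1 and the natural log of scaled TPM + 0.5, FAM212B with the same settings except upper-quartile scaling, and DKK3 with the last 2. All 3 were also called with the robust fit, the filter on every mouse and the pseudocount of 0.01, which were chosen after seeing the values.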

Other observations

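The tests of the Cre fusion, ganglion tissue, pairs of called genes and other splits of the mice were set at the start. Those of the insulin share, the U3 copies, the dilution by β-cells, the pairs of Table 1 genes, the DIO1 window, a shared regulator and the splits of the endothelial list were chosen after the result was seen.

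The number of genes past the threshold was tested on other splits of the mice. Of the 35 splits of the 7 mice into 4 and 3, 1, the real one, gave as many as 10 genes with an adjusted p under 0.05. The other splits gave at most 7, with a median of 2. Leaving out short RNA genes, the real split had 8 calls and no other split more than 3. At an unadjusted p under 0.05, 15 of the 35 splits gave as many genes as the real one.

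ESR1 was lower in all 3 Prlr+/- mice, and reads of the CreER transgene counted on ESR1 are a candidate explanation. It needs an excess on transcripts with little besides the ligand-binding part, at a similar level in all 4 βPrlR+/- mice, and no change of estrogen receptor targets. Of the difference, 99.4% fell on 1 of 12 transcripts, which all 4 βPrlR+/- mice had. The estrogen receptor target list had a median log2 fold change of −0.082, with 5 of 7 genes lower in Prlr+/- mice (two-sided exact permutation test, p = 0.343; camera adjusted p = 0.322), and the median ran from −0.14 without βPrlR+/- mouse 2 to −0.0086 without Prlr+/- mouse 1. Its most abundant genes were XBP1 at 171 and CCND1 at 38.4 scaled TPM. The exons of the high transcript were not analysed here, so whether it matches the fusion is not settled, and an endogenous transcript from another start stays open. The transgene cannot be separated from the genotype, since the same 4 mice have both. The paper's RT-qPCR primers for ESR1 match exons 3 and 4 of the GENCODE transcript Esr1-201 and span residues 182 to 232 of 599, which lie largely in the zinc-finger region from residue 189 to 244. That assay also gave a lower value in Prlr+/- mice, and whether the fusion holds that region was not analysed here. A biological difference in ESR1 between the genotypes stays open.

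The neuronal genes of Table 2 were lower in Prlr+/- mice, and more intrapancreatic ganglion tissue picked with the βPrlR+/- islets may be the cause. It needs neuron and glia genes outside Table 1 to fall by a similar factor. The neuron list fell by less than the Table 2 genes, by a difference of 0.306 on the log2 scale (two-sided exact permutation test, p = 0.0571). Within the groups, the mean correlation between pairs of genes was 0.109 among the Table 2 genes, above that of most random lists matched on expression (permutation test, p = 0.0370). By the same permutation test it was 0.00471 in the neuron list (p = 0.387) and 0.0788 in the glia list (p = 0.248). Ganglion tissue and a change within islet cells cannot be told apart here, because the Table 2 genes were chosen for their fall, which makes their larger change no test, and the abundant genes of the neuron list are not of neurons alone. A larger share of β-cells, diluting every other cell type, was tested as well. It needs the lists of other cell types to fall alike, and over 45 comparisons of a pair of lists the smallest exact permutation p was 0.0571, so with 7 mice dilution cannot be told apart from separate changes.

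A larger share of INS and Ins1 in Prlr+/- mice lowers every other gene's TPM, but it does not account for the lower Table 1 genes. After the size factors had removed the shift of all genes, the 72 tested genes listed as lower still had a median log2 fold change of −0.484, and each of them was below 0.

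Rnu3b4 was listed at 0 in every Prlr+/- mouse, but the sum over 5 U3 copies was 39.0 ± 21.2 scaled TPM (SD, n = 4) in βPrlR+/- mice and 40.5 ± 20.7 (SD, n = 3) in Prlr+/- mice (two-sided exact permutation test, p = 0.857). Rnu3b1, Rnu3b2 and Rnu3b3, listed with 1 value each time, were at 10.6, 1.65, 0 and 3.32 in the βPrlR+/- mice and 17.7, 14.8 and 4.34 in the Prlr+/- mice. Reads assigned to another copy may therefore account for the zeros of Rnu3b4. A variant of that copy between the strains would also move reads between copies and was not tested.

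Genes past the threshold and genes of Table 1 were placed on the RefSeq annotation of GRCm38.p6 to look for a passenger interval from another strain around an engineered locus. The 10 genes past the threshold made 0 pairs within 5 Mb, where random draws gave 0.258 on average, too few to decide. The tested genes of Table 1 made 22 pairs against 17.2 in random draws (permutation test, p = 0.174, and 0.0547 for 2 and 0.166 for 10 Mb). BEND5, DIO1 and LRP8, all of Table 1, neighbour each other. SGIP1, also of Table 1, lies 4.44 Mb from DIO1 and 4.98 Mb from LRP8, with a log2 fold change of −0.332. Within 5 Mb of DIO1, 9 of 60 tested genes had an unadjusted p under 0.05, against 4.51% of all genes (permutation test, p = 0.0018, adjusted over 15 windows 0.0270), and around BEND5 8 of 65 (p = 0.0085, adjusted 0.0425). The other window sizes gave 3 of 38 within 2 Mb (adjusted permutation p = 0.607) and 12 of 121 within 10 Mb (0.0425) of DIO1, and 2 of 6 and 13 of 155 around BEND5 (0.0774 for each), so the excess depends on the size of the window. Only 0.479% of 13560 windows had as high a share as that of DIO1. Without the genes of Table 1 it was 6 of 57, or 10.5%. Windows around PRLR, ESR1 and PDX1 had no excess, with 1 of 31, 1 of 25 and 1 of 88. The paper does not say where in the genome the CreER gene sits. The windows around ESR1 and PDX1 therefore do not test for an interval around it. The DIO1 window was picked because it holds genes that differ, BEND5 and LRP8 among them, so an interval cannot be told apart from chance. A regulator that BEND5, DIO1 and LRP8 share could move them the same way. The fall of BEND5, −1.99, against rises of 0.88 for DIO1 and 0.82 for LRP8, argues against it.

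All 14 endothelial genes tested were lower in Prlr+/- mice, but 3 of the 35 splits of the mice gave as large a difference of the list's mean, so chance stays open for this list. The prolactin and STAT5 target list had a median of 0.13 (9 of 11 genes higher; exact permutation test, p = 0.543; camera adjusted p = 0.0404, fry 0.620), which ran from −0.038 without Prlr+/- mouse 2 to 0.24 without Prlr+/- mouse 3 (camera adjusted p from 0.00267 to 0.841 with a mouse left out) and was −0.0017 with the TPM as deposited. The proliferation list had a median of 0.19 (9 of 9 genes higher; 14 of 35 splits as large by an exact permutation test; camera adjusted p = 0.0197, fry 0.663), which ran from 0.024 without Prlr+/- mouse 2 to 0.42 without Prlr+/- mouse 1 (camera adjusted p from 4.0e-07 to 0.841 with a mouse left out), and none of its genes reached 10 TPM. No explanation was tested for these lists.

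Some transcript values stood out after they were seen. For BEND5, 1 of 6 transcripts was at 10.6 ± 3.19 scaled TPM (SD, n = 4) in βPrlR+/- mice and 0.0998 ± 0.053 (SD, n = 3) in Prlr+/- mice, while the curated coding transcript was listed at 0 in all βPrlR+/- mice and at 1.90, 0.343 and 1.88 in the Prlr+/- mice. For PRLR, 1 of 9 transcripts was higher in every βPrlR+/- mouse, at 2.59 ± 1.04 against 0.451 ± 0.14. PGK1, the reference gene of the RT-qPCR, was at 52.5 ± 3.22 in βPrlR+/- mice and 51.8 ± 2.39 in Prlr+/- mice. The paper's Prlr primer pair matched 1 annotated transcript exactly, Prlr-205, which codes for 310 residues, while its forward primer alone matched others.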
